# Single-cell RNA sequencing algorithms underestimate changes in transcriptional noise compared to single-molecule RNA imaging

**DOI:** 10.1016/j.crmeth.2024.100933

**Published:** 2024-12-10

**Authors:** Neha Khetan, Binyamin Zuckerman, Giuliana P. Calia, Xinyue Chen, Ximena Garcia Arceo, Leor S. Weinberger

**Keywords:** transcriptional noise, noise-enhancer molecule, single-cell RNA sequencing, scRNA-seq, single-molecule RNA FISH, smFISH

## Abstract

Stochastic fluctuations (noise) in transcription generate substantial cell-to-cell variability. However, how best to quantify genome-wide noise remains unclear. Here, we utilize a small-molecule perturbation (5′-iodo-2′-deoxyuridine [IdU]) to amplify noise and assess noise quantification from numerous single-cell RNA sequencing (scRNA-seq) algorithms on human and mouse datasets and then compare it to noise quantification from single-molecule RNA fluorescence *in situ* hybridization (smFISH) for a panel of representative genes. We find that various scRNA-seq analyses report amplified noise—without altered mean expression levels—for ∼90% of genes and that smFISH analysis verifies noise amplification for the vast majority of tested genes. Collectively, the analyses suggest that most scRNA-seq algorithms (including a simple normalization approach) are appropriate for quantifying noise, although all algorithms appear to systematically underestimate noise changes compared to smFISH. For practical purposes, this analysis further argues that IdU noise enhancement is globally penetrant—i.e., homeostatically increasing noise without altering mean expression levels—and could enable investigations of the physiological impacts of transcriptional noise.

## Highlights

• scRNA-seq validates that IdU orthogonally amplifies transcriptome-wide noise
• smFISH validates IdU-induced noise amplification for most genes
• scRNA-seq algorithms underestimate the fold change in noise compared to smFISH
• The underestimation of changes in noise holds even after extrinsic factor corrections

## Motivation

Cell-to-cell variability in isogenic populations is predominantly attributed to the stochastic fluctuations (i.e., noise) in transcription. However, the quantification of this noise, particularly on a genome-wide scale, remains an open question. To address this general question, we utilize a small-molecule perturbation reported to amplify transcriptional noise and assess numerous single-cell RNA sequencing (scRNA-seq) algorithms for their ability to quantify noise amplification while also comparing the results to noise quantification from single-molecule RNA fluorescence *in situ* hybridization (smFISH) imaging. In this way, we seek to address whether 5′-iodo-2′-deoxyuridine (IdU) amplifies noise in a globally or partially penetrant manner and what scRNA-seq algorithm is most appropriate for quantifying transcriptional noise.

## Introduction

Cell-to-cell variability is an unavoidable consequence of the biochemical processes occurring in individual cells^1^ and has been implicated in cell-fate specification decisions ranging from HIV latency to cancer.^2^^,^^3^^,^^4^ While a portion of cell-to-cell variability arises from extrinsic factors (e.g., cell size, cycle phase, or microenvironment), a substantial body of literature has demonstrated that, in isogenic populations of cells—particularly mammalian cells—a large fraction of the variability originates from intrinsic sources, such as stochastic fluctuations (noise) in transcription.^5^^,^^6^ These intrinsic stochastic fluctuations can be quantitatively accounted by gene expression “toggling” between active and inactive states, which produces episodic “bursts” of transcription, and a theoretical formalism commonly known as the two-state or random-telegraph model of gene expression is often used to fit these expression bursts.^7^^,^^8^^,^^9^^,^^10^ Notably, transcriptional bursts are known to transmit to the protein level, and expression noise is often amplified by nuclear export and mRNA processing in the cytoplasm.^11^^,^^12^ Ultimately, these transcriptional bursts generate a substantial fraction of the measured noise^13^^,^^14^ and influence cell-fate specification decisions.

Nevertheless, measurements of transcriptional noise, particularly on a genome-wide scale, face several technical challenges. Specifically, how best to quantify noise across the transcriptome remains an open question, in part because there are no established methods to perturb noise across the transcriptome, which would be critical to benchmark noise measurement approaches. Unfortunately, perturbing expression noise without altering the mean expression level (i.e., orthogonal perturbation) has been challenging since, for most physical processes, the noise and mean levels are inherently linked. Intuitively, the reason for this linkage is that cellular processes, at their most fundamental level, are molecular birth-death processes, and such birth-death processes are Poissonian (or often super-Poissonian), where the variance (σ^2^) necessarily equals the mean (μ) (i.e., as μ changes, so does σ^2^)—notably, the two-state model is an extension of the simple birth-death processes and generates super-Poisson distributions,^11^^,^^12^^,^^14^ where the mean and noise remain tightly correlated but the variance is always greater than the mean (σ^2^ > μ). Ultimately, the practical outcome of this intrinsic linkage is that the common metric for quantifying expression noise, the coefficient of variation (CV; which is the standard deviation normalized by the mean: σ/μ), necessarily decreases as the mean increases (CV ∝ 1/μ).^15^ Consequently, in some cases, the normalized variance, or the Fano factor (σ^2^/μ), can be used to compare noise for processes with different mean values, as the Fano factor does not scale with the mean.^16^^,^^17^ Regardless, perturbations that orthogonally modulate noise without changing the mean remain a challenge.

Historically, a mechanism for breaking the 1/μ dependence of CV and orthogonally modulating noise is via specific autoregulatory architectures (e.g., feedback and feedforward).^12^^,^^18^ However, more recently, small molecules called “noise enhancers” were found to generate increased expression noise without altering the mean expression level^19^ by a process known as homeostatic noise amplification^20^—a notable contrast to transcriptional activators, which increase mean expression levels. We reported the molecular mechanism for one particular class of noise-enhancer molecule, pyrimidine-base analogs such as 5′-iodo-2′-deoxyuridine (IdU), and used single-cell RNA sequencing (scRNA-seq) to show that IdU increases noise across the transcriptome. Unfortunately, scRNA-seq, despite its utility in measuring genome-wide expression, suffers from well-established issues of technical noise^21^^,^^22^ due to small inputs of RNA, varying sequencing depth, amplification bias, dropouts, and differences in capture ability^21^^,^^22^ that could obscure the quantification of IdU penetrance and IdU-mediated degrees of noise enhancement.

Several algorithms and analysis pipelines have been developed to address the challenges of scRNA-seq analysis.^23^^,^^24^^,^^25^ These algorithms include approaches to minimize biases from data transformation, varying sequencing depth and dropouts and incorporating methods to accurately delineate between technical and biological noise. However, in general, there is no consensus on the appropriate pipeline to quantify transcriptional noise, and the choice of algorithm often depends on the biological system being studied and the specific scientific question being addressed.

Here, we set out to determine which scRNA-seq pipelines were appropriate for quantifying transcriptional noise using the noise-enhancer molecule IdU^20^ as a noise perturbation. Specifically, we also set out to determine if IdU acted as a globally or partially penetrant noise-enhancer molecule. We examined multiple scRNA-seq algorithms using a mouse embryonic stem cell (mESC) dataset with and without IdU treatment, where each algorithm can account for experimental and sampling biases and is intended to minimize extrinsic and technical noise.^26^ Each algorithm identified a different proportion of the genes exhibiting amplified noise as well as differences in the magnitude of noise amplification. A follow-up scRNA-seq profiling of human Jurkat T lymphocytes confirmed that IdU-mediated noise amplification is not restricted to the specific biology of mESCs. To validate scRNA-seq measurements, we then employed single-molecule RNA fluorescence *in situ* hybridization (smFISH)—the gold standard for mRNA quantification due to its high sensitivity for mRNA detection^27^—to probe a panel of genes from across the transcriptome that span a wide array of expression levels and represent a range of cellular functions. Collectively, these analyses indicate that IdU amplifies the noise of most genes (globally penetrant) and could, in principle, be a candidate to probe the physiological roles of expression noise for diverse genes of interest.

## Results

### Alternate scRNA-seq algorithms generate differing profiles of expression noise, indicating noise amplification (ΔFano > 1) for ∼90% of expressed genes

To examine how different scRNA-seq normalization methods influence the quantification of IdU-mediated noise amplification, we employed commonly used algorithms to analyze scRNA-seq data from IdU-treated versus DMSO-treated (control) mESCs.^20^ This high-quality dataset consists of a few hundred deeply sequenced cells (>60% sequencing saturation) and allows reliable noise quantification even for moderately expressed genes. Yet, this experimental design is prone to technical noise, stemming from varying sequencing depths and the absence of biological replicates, which could compromise the evaluation of the actual IdU-mediated transcriptional noise amplification. To obtain a more rigorous measurement of noise enhancement penetrance, we compared noise quantification from a simple normalization approach, i.e., normalized by sequencing depth (described in STAR Methods, and referred to here as a raw method) to the five established scRNA-seq algorithms (Figure 1): SCTransform,^28^ scran,^29^ Linnorm,^30^ BASiCS,^31^^,^^32^ and SCnorm.^33^ SCTransform is a commonly used normalization method that employs a negative binomial model, including regularization and variance stabilization steps, while *scran* estimates cell-specific size factors for normalization by deconvolving pooled expression data from groups of cells. Linnorm utilizes homogenously expressed genes to estimate factors for transformation followed by variance stabilization. SCnorm groups genes based on count-depth relationships and uses quantile regression to generate normalization factors, while BASiCS employs a hierarchical Bayesian framework to simultaneously estimate model parameters for normalization factors, technical noise, and both Poissonian and super-Poissonian noise explicitly.

**Figure 1:**
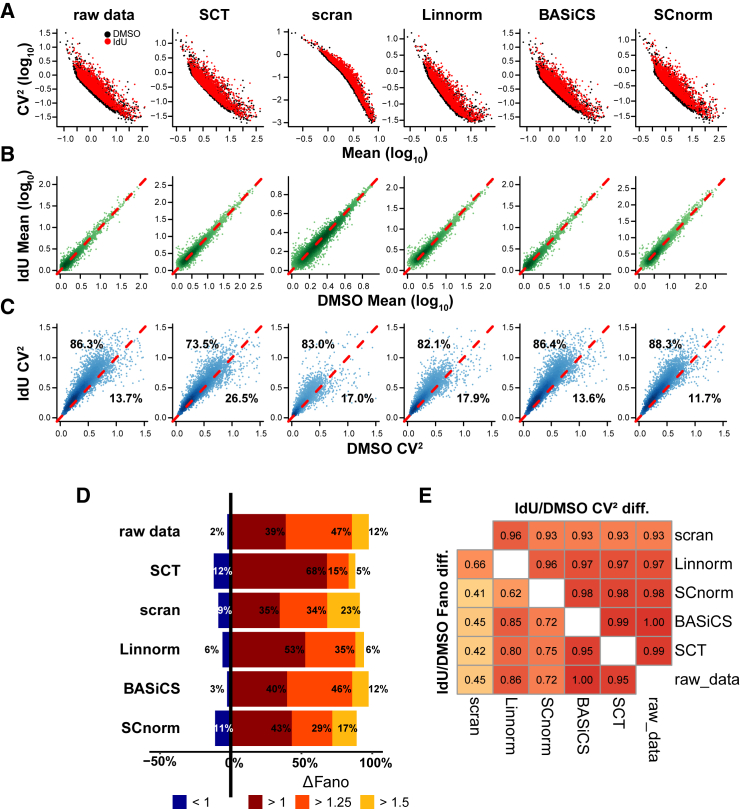
Common scRNA-seq normalization algorithms generate different quantifications of mRNA noise (A) scRNA-seq analysis of CV^2^-versus-mean for 4,456 transcripts in mESCs treated with IdU (red) or DMSO control (black) as analyzed by commonly used normalization algorithms: SCTransform (“SCT”), scran, Linnorm, BASiCS, or SCnorm. (B) Mean expression for each of the 4,456 transcripts in the presence and absence of IdU using each normalization algorithm; none of the normalizations algorithms generate substantial changes in mean expression for IdU-treated cells. (C) CV^2^ for each transcript in the presence and absence of IdU using each normalization algorithm; different algorithms generate substantially different fractions of transcripts with amplified noise, ranging from ∼70% of transcripts with amplified noise (SCT) to ∼88% of transcripts with amplified noise (SCnorm). (D) Quantification showing percentages of transcripts with indicated Fano factor fold changes between IdU-treated and control cells. (E) Pearson correlation coefficients between fold changes in noise metrics between IdU-treated and control cells. Shown are correlations between the indicated methods quantifying fold changes in CV^2^ (top right heatmap) and Fano (bottom left heatmap). See also Figure S1.

Despite their substantially different technical schemes, analysis with each of these normalizations indicated that IdU induces a substantial amplification of noise (CV^2^) for most expressed genes (Figure 1A; Wilcoxon rank-sum test for CV^2^: *p* < 10^−17^ for all methods). The IdU-induced noise amplification appeared to be homeostatic (Figure 1B), with mean expression levels largely unchanged by IdU under all algorithms (Wilcoxon rank-sum test for mean values: *p* > 0.02 for SCnorm and scran and *p* > 0.1 for SCTransform, Linnorm, and BASiCS). However, each algorithm calculated a somewhat different percentage of expressed genes with increased CV^2^, ranging from 73% to 88% of genes exhibiting increased noise (Figure 1C). Quantification of noise by analysis of the normalized variance (i.e., Fano factor), which, in principle, eliminates the scaling dependence on mean expression level, showed a similar profile (Figure 1D; Wilcoxon rank-sum test for Fano: *p* < 10^−70^ for all methods). While every algorithm showed that a majority of expressed genes exhibit amplified noise by the Fano factor, each calculated a different penetrance (i.e., percentage of noise-amplified genes), and there were substantial differences in the magnitude of noise amplification among those transcripts with amplified noise.

Notably, the analysis further confirmed that BASiCS yielded minimal data transformation when compared to the other algorithms (Figures S1 and S2). As a negative control, the DMSO-treated samples were randomly split into two subpopulations and the noise metrics of both groups compared, and no significant global change in CV^2^ or Fano factor between the two randomly split groups was found (Figures S2A and S2B).

To explore the effect of IdU on transcriptional noise in a different biological context and under a different experimental setup, a separate scRNA-seq profiling ±IdU was performed on a second cell line: human Jurkat T lymphocytes. The Jurkat cell line (a suspension cell line) is more homogeneous than adherent stem cells^11^ and exhibits a cell cycle time of about 24 h,^34^ which is 2–3× longer than mESCs.^35^ IdU treatment duration and concentration were modified for Jurkat cells to account for the longer cell-doubling time and altered sensitivity of Jurkat cells to IdU compared to mESCs, as determined by viability analysis under varying IdU doses (data not shown). Two biological replicates of Jurkat cells, each treated with DMSO or 20 μM IdU for 48 h, were profiled by moderate-depth scRNA-seq, and a comparison between the replicates confirmed that noise quantification by all algorithms is highly reproducible (Figure S2C) and that the batch-effect contribution to noise is negligible (Figure S2D).

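Jurkat is an established human T lymphocyte line, and IdU is a thymidine analog that cells build into their DNA. The data are 4 droplet-based 3′ libraries with UMIs, 2 from cells given DMSO and 2 from cells given IdU at 20 μM, each for 48 h. The authors aligned the reads to hg38 with Cell Ranger 7.0.1 and deposited whole-number UMI counts of genes in all barcodes, empty droplets included, with no normalization. The DMSO libraries hold 119805841 and 127224985 UMIs, and the IdU libraries 116972754 and 112290886. The authors also deposited a table of the mean, CV2 and Fano factor of 1107 genes per condition under 6 normalizations. From the counts, cells were kept by the limits given in the methods, more than 3000 and fewer than 5000 detected genes, more than 8000 and fewer than 15000 UMIs, and under 10% mitochondrial UMIs. These limits left 6008 and 5798 cells with DMSO and 5145 and 4711 with IdU. No doublet caller was run, so only the upper limits on genes and UMIs act against doublets. For the 1107 genes of the authors' table, each count was divided by the cell's total over these genes and multiplied by 10000, the paper's raw method. The mean, the CV2 and the Fano factor (variance divided by mean) were then taken across the cells of each library. Cells are not replicates, so each gene entered limma with 1 log2 noise value per library, and mean expression was tested with edgeR's quasi-likelihood test on UMIs summed per library. An exact permutation test of 2 libraries against 2 cannot go below p = 0.333. Limma draws the variance of each gene toward a trend over all genes. Its far smaller p-values, and the counts of genes from them, therefore lean on genes that are not independent replicates. The cell limits, the scale of normalized values, the sampling of UMIs, a restriction to called cell-cycle phases and the libraries included are among the choices that bear on these numbers.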

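CD3D, a subunit of the T cell receptor complex, had a Fano factor of 2.36 ± 0.014 (SD, n = 2 libraries) with DMSO and 3.89 ± 0.035 with IdU, a difference far above the spread between replicates. B2M, the light chain of MHC class I, had 2.05 ± 0.041 and 3.43 ± 0.15. GAPDH, a glycolytic enzyme, had 2.94 ± 0.0072 with DMSO and a wider spread with IdU, 3.76 ± 0.52. Limma still gave GAPDH a standard error of 0.051 on the log2 scale, close to the 0.049 of CD3D. Its standard errors and p-values can thus understate the spread between libraries of a single gene. Across the 1107 genes, which are not independent replicates, the Pearson correlation of log10 Fano factors was 0.993 between the DMSO libraries and 0.996 between the IdU libraries, and that of log10 CV2 was 0.998 and 0.998. The median absolute log2 difference in Fano factor was 0.0559 between the DMSO libraries and 0.0305 between the IdU libraries, and it lay from 0.0824 to 0.137 between a DMSO and an IdU library. The DMSO replicates were not level, since 12.4% of genes had a higher Fano factor in replicate 2 than in replicate 1, against 54.5% between the IdU replicates. With each cell thinned to the same number of UMIs, these shares were 50.4% and 56.7%. Summed counts of the replicates differed by more than the sampling noise, with a chi-square per degree of freedom of 3.72 between the DMSO libraries and 3.00 between the IdU libraries.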

In this Jurkat scRNA-seq dataset, sequencing depth bias was minimized and largely eliminated, as all samples and replicates exhibited highly uniform coverage as estimated by unique molecular identifier (UMI) counts per sample (Figure S2E). 

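The kept DMSO cells held medians of 10369 and 10912 UMIs and 3647 and 3726 detected genes, and the kept IdU cells 11149 and 11115 UMIs and 3822 and 3807 genes. The middle of the kept cells, from the lower to the upper quartile, ran from 9189.8 to 12015 and from 9667 to 12545 UMIs with DMSO, and from 9578 to 12803 and from 9606 to 12779 with IdU. The cell limits draw these values together, so they say little about coverage before filtering. With wider limits the medians were 10179 and 11308 UMIs with DMSO and 11342 and 11491 with IdU. Of those cells, 13.6% and 20.3% with DMSO and 20.1% and 22.7% with IdU held 15000 UMIs or more. Mitochondrial transcripts took a median of 4.99% and 4.92% of a cell's UMIs with DMSO and 5.83% and 5.66% with IdU, and cytosolic ribosomal protein transcripts 20.3% and 20.9% with DMSO and 18.5% and 18.8% with IdU. Of 13 mitochondrially encoded genes, 4 rose and 3 fell in mean expression at an adjusted p under 0.05 from edgeR (4 and 3 when adjusted over the list alone). MT-CO1, a subunit of cytochrome c oxidase, rose by 0.34 on the log2 scale (standard error 0.042, adjusted p = 1.93e-06 from edgeR), and MT-ND6, a subunit of complex I, had -0.40 (standard error 0.038, adjusted p = 8.10e-08 from edgeR). In Fano factor, 7 of 12 measured members rose by limma and 5 did not pass the test (7 rose when adjusted over the list alone), MT-CO1 going from 7.10 ± 0.45 (SD, n = 2 libraries) to 11.3 ± 0.043. The list did not stand apart from other genes in mean (camera, adjusted p = 0.588) or in Fano factor (adjusted p = 0.888). Barcodes with fewer than 100 UMIs, which hold free RNA, summed to 6353380 and 4820584 UMIs in the DMSO libraries and to 10807402 and 11571674 in the IdU libraries.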

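CTSG, the serine protease cathepsin G (chromosome 14 of hg38, 24573518 to 24576250), had the largest rise in Fano factor among the 1107 genes, from 3.18 ± 0.055 (SD, n = 2 libraries) with DMSO to 13.7 ± 0.73 with IdU. This is a log2 change of 2.11 (standard error 0.058, adjusted p = 1.13e-221 from limma). The actin-binding thymosins TMSB4X (chromosome X of hg38, 12975110 to 12977227) and TMSB10 followed, from 5.14 ± 0.18 to 19.4 ± 0.50 and from 3.49 ± 0.14 to 11.1 ± 0.33. VIM, the intermediate filament vimentin, rose by 1.40 on the log2 scale (standard error 0.053) and ANXA1, a phospholipid-binding annexin, by 1.24 (standard error 0.057). The nuclear long noncoding RNAs NEAT1 and MALAT1 rose by 1.22 and 1.18, and PRDX1, a peroxiredoxin, MT2A, a metallothionein, and PTMA, prothymosin alpha, by 1.04, 0.98 and 0.94. In CV2, CTSG and NEAT1 had -0.56 and -0.28 (adjusted p = 1.34e-06 and 9.53e-05 from limma). The CV2 of MALAT1 and ANXA1, at 0.087 and -0.029, did not pass, and that of TMSB4X, TMSB10, VIM, PRDX1, MT2A and PTMA rose. The largest falls in Fano factor were in histone genes, led by the linker histone HIST1H1D (chromosome 6 of hg38, 26234212 to 26234987), from 29.3 ± 2.4 to 12.0 ± 1.3 (log2 change -1.29, standard error 0.068, adjusted p = 6.01e-72 from limma). The CV2 of HIST1H1D and HIST1H1C rose instead, by 0.35 and 0.30 on the log2 scale (adjusted p = 0.0222 and 0.0180 from limma). Their means changed by -1.81 and -1.10. The CV2 of HIST1H1E did not pass (0.12), and that of HIST1H1B and HIST1H4C fell (-0.29 and -0.19). In Fano factor, the endoplasmic reticulum chaperones HSPA5 and HSP90B1 had -0.34 and -0.30, the mitotic kinase CDK1 -0.26, HMMR, a hyaluronan receptor and spindle protein, -0.21 and the lipid antigen-presenting CD1E -0.20. By limma, 536 genes had a higher and 21 a lower Fano factor at an adjusted p under 0.05. The IdU to DMSO ratio from all 4 libraries was above 1 in 88.3% of genes, with a median log2 ratio of 0.0965. Between the libraries set side by side by number, the share was 76.0% and 93.4% (SD over these 2 pairs 12.3, and 0.0441 for the median log2 ratio). On log2(value + 1) values from scran, CTSG, NEAT1 and MALAT1 turned to -0.50, -0.58 and -0.059, and in the few cells called G1, ANXA1, HSPA5 and CDK1 turned to -0.071, 0.44 and 0.051, none of which passed, against 1.21, -0.22 and -0.23 in the more numerous cells called G1 by centred scores, chosen after seeing the data, of which only that of ANXA1 passed. The falls of CDK1 and HMMR also turned within cells called S, to 0.070 and 0.080, and with centred phase scores, chosen after seeing the data, to 0.11 for CDK1 in S and 0.12 for HMMR in G2/M. With wider cell limits limma called 281 genes higher and 12 lower. Without IdU replicate 2 limma called 325 genes higher, and the lower ones numbered 36 without DMSO replicate 2, 12 without IdU replicate 1 and 12 without IdU replicate 2. TMSB4X, TMSB10, PTMA and the histone genes have near-identical copies in the genome, so their values are uncertain.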

Analysis with the different normalization methods indicated a consistent increase in noise metrics despite a lower fraction of affected genes compared to mESCs (Figure S3). 

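In Jurkat cells given IdU, most measured ribosomal protein and T cell identity genes rose in Fano factor, and 5 of 6 measured replication-dependent histones fell. Of 79 cytosolic ribosomal protein genes, 66 rose by limma and 13 did not pass the test (68 rose when adjusted over the list alone), RPS12 going from 3.11 ± 0.11 (SD, n = 2 libraries) to 4.65 ± 0.15 and RPS13 from 1.98 ± 0.052 to 2.80 ± 0.014. Of 12 T cell identity genes, 10 rose and 1, CD1E, fell (11 and 1 when adjusted over the list alone). The transcription factor LEF1 reached 4.02 ± 0.047 from 2.38 ± 0.14, HES4, of the Notch pathway, had a log2 change of 0.75 (standard error 0.052) and PTPRC, the phosphatase CD45, 0.68 (standard error 0.050, adjusted p = 2.45e-39 from limma). In CV2, LEF1 and HES4 rose too, by 0.25 and 0.30, but PTPRC had -0.22 (adjusted p = 0.000393 from limma). The mean of PTPRC rose by 0.80. Of 6 histone genes, 5 fell in Fano factor and 1 did not pass the test (5 fell when adjusted over the list alone), HIST1H1B from 19.6 ± 0.79 to 8.91 ± 0.12 and HIST1H4C from 26.9 ± 0.23 to 15.1 ± 1.3. Nuclear genes of oxidative phosphorylation rose in 17 of 52 cases and proteasome genes in 6 of 27 (16 and 5 when adjusted over the list alone), and the rest did not pass the test. Among those that rose were COX8A, of cytochrome c oxidase, with 0.29 (standard error 0.043) and PSMC3, of the proteasome's regulatory particle, with 0.25. The CV2 of COX8A and PSMC3 fell instead, by log2 changes of -0.39 and -0.29 (adjusted p = 1.04e-05 and 2.91e-05 from limma). Their means rose, by 0.57 and 0.42. Glycolysis genes rose in Fano factor in 7 of 8 cases, nucleotide synthesis genes in 8 of 11 and cholesterol synthesis genes in 5 of 7 (7, 8 and 5 when adjusted over the list alone). PKM, pyruvate kinase, had a log2 change of 0.41, DUT, which hydrolyses dUTP, 0.40 and HMGCS1, an early enzyme of sterol synthesis, 0.29. The IdU libraries spread widely in HMGCS1, at 5.36 ± 0.93 against 4.36 ± 0.29 with DMSO. Heat shock and stress genes split into 9 higher and 3 lower of 16 (10 and 3 when adjusted over the list alone), with the mitochondrial chaperonin HSPD1 at 0.25 and the cochaperone HSPH1 at -0.10. The 3 measured interferon response genes, B2M, ISG15 and PSMB8, rose, as did RPS27L, the 1 measured p53 target (3 and 1 when adjusted over the list alone). In CV2, ISG15 had -0.13 (adjusted p = 0.0141 from limma), and B2M, PSMB8 and RPS27L did not pass, at 0.092, -0.047 and -0.011. The means of B2M, ISG15, PSMB8 and RPS27L rose, by 0.53, 0.54, 0.23 and 0.17. Against all other genes, camera placed ribosomal protein and T cell identity genes higher in Fano factor (adjusted p = 0.00993 and 0.0392) and histones lower (adjusted p = 3.39e-18). With an estimated correlation they had adjusted p = 0.962, 0.924 and 0.184. Camera called 0 lists in that setting, so it cannot decide whether these calls hold. Camera did not place the other lists named here apart from other genes (adjusted p = 0.287 for glycolysis, 0.412 for nucleotide synthesis, 0.908 for cholesterol synthesis, 0.152 for oxidative phosphorylation, 0.172 for the proteasome and 0.274 for heat shock and stress), and the interferon and p53 lists had too few measured members for camera. In the few cells called G1, HIST1H1D, HIST1H1B, HIST1H1E and HIST1H1C turned to 1.12, 0.53, 0.66 and 0.34, none of which passed, against -1.57, -1.37, -0.81 and -0.96 in the more numerous cells called G1 by centred scores, chosen after seeing the data.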

Overall, these results confirm that IdU enhances noise in diverse human and mouse cell types and that the extent of noise generated depends (at least partly) on the cell division rates (though other possible mechanisms may account for this difference; see discussion).

### RNA quantification by smFISH indicates widespread penetrance of IdU-induced noise amplification

To directly quantify RNA levels in individual cells using a non-sequencing-based approach, we employed smFISH, a well-established imaging method to assess noise and the gold standard for quantitative assessment of mRNA expression.^36^ While smFISH enables the quantification of mRNA abundance in individual cells, it is a relatively low-throughput method requiring distinct fluorescent probes and image quantification for each transcript species of interest. Consequently, to generate a representative view of overall transcription using smFISH, we selected a panel of eight genes (Figures S4A and S4B) that satisfied three criteria: (1) displayed the greatest difference in noise amplification as calculated by the different RNA-seq algorithms (Figure S4B), (2) spanned a wide range of gene expression levels (i.e., across 2 logs) and genome locations (Figure S4A),^37^ and (3) were compatible with an smFISH probe design (i.e., a minimum of 30 probes were predicted to hybridize to the transcript; see Data S3). We also included previously reported smFISH data^20^ from a ninth gene, *Nanog*, to benchmark the smFISH analysis for the effect of IdU-induced amplification of noise. smFISH probe sets for each gene in the panel were generated, cells were imaged in the presence/absence of IdU, and images (Figures 2A and S4C) were segmented and analyzed using FishQuant^38^ to obtain per-cell mRNA counts.

**Figure 2:**
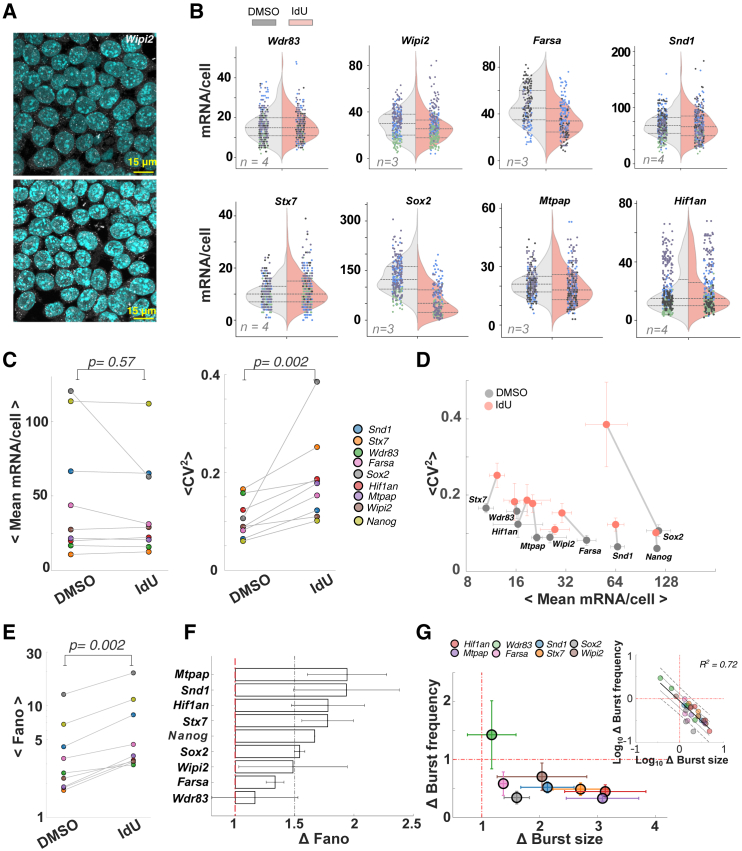
smFISH verification of noise amplification (A) Representative smFISH images of *Wipi2* transcripts (white dots) in mESCs treated with DMSO (control, top) or IdU (treated, bottom), with DAPI-stained nuclei (blue). Scale bar: 15 μm. See also Figure S4D. (B) Distribution of mRNA abundance per cell from all replicates in DMSO- (gray) and IdU (red)-treated samples. Colors in scatter correspond to replicates (*n*: number of replicates). Dashed lines represent median and first and third quartiles of mRNA distribution. (C) IdU-induced changes in gene expression quantified as mean mRNA/cell (μ) and increase in noise as mean CV^2^ (σ^2^/μ^2^) suggest statistical insignificance and significance, respectively, using the paired Wilcoxon signed-rank test on the means across replicates. Colors represent genes. (D) CV^2^-versus-mean mRNA abundance per cell for each gene is represented. DMSO (gray circles) and IdU (red circles). Error bars indicate ± SEM. (E) Increase in Fano factor (FF i.e., σ^2^/μ) in IdU-treated cell population is statistically significant from the untreated DMSO populations, inferred from paired, one-sided Wilcoxon signed-rank test. See also Figure S5. (F) IdU/DMSO (i.e., fold change, as Δ) in Fano factor (i.e., FF IdU/FF DMSO) across the genes is plotted. Red lines are a guide for the eyes for the axis of no change. See also Figure S5. (G) The Δ in IdU- to DMSO-treated samples for burst frequency and burst size are plotted, as estimated from the fits to the negative binomial distribution. Error bars correspond to the SEM. Red lines are a guide for eyes for the axis of no change. See also Figure S6. Inset: the log-transformed Δ (i.e., IdU/DMSO) in burst frequency and burst size are plotted for each gene from each replicate. Colors indicate genes. Solid black line indicates the fit to the linear regression with standard error of estimates (dashed and dotted lines for 2 and 1, respectively).

Despite previous observations that IdU-mediated noise amplification is largely independent of cell cycle phase,^20^ we nevertheless accounted for potential contributions from the cell cycle. This analysis is based on an established body of literature that cell size is a surrogate for cell cycle phase,^11^^,^^20^^,^^39^ and we filtered out extrinsic noise by restricting the analysis to cells of similar size (Figure S4D). At least three biological replicates were imaged to quantify per-cell mRNA abundance for each gene and condition, with at least 50 cells used after cell-size-based extrinsic noise filtering (Figure 2B). This analysis revealed significantly greater variance and CV^2^ in mRNA levels in IdU-treated samples compared to controls for most genes, while the change in mean expression was insignificant (Figures 2C, 2D, and S5A). A direct comparison of mRNA CV^2^ values showed significant noise amplification for all the genes in the representative panel without substantial changes in the mean (Figures 2D and S5A), in agreement with the scRNA-seq analysis. Notably, *Sox*2 and *Farsa* appeared to be exceptions, exhibiting decreases in mean expression (see discussion).

To ensure that noise amplification, as reported by CV^2^, could not be explained by changes in mean expression, we also analyzed the Fano factor calculated from the smFISH data (Figures 2E, 2F, and S5B). The absolute Fano factor was >1 for all genes, even in the DMSO-treated controls, indicating the gene expression of the selected genes was inherently bursty (Figure S5B), consistent with previous scRNA-seq and smFISH analyses of mESCs.^20^^,^^40^ Moreover, Fano factor analysis verified that all genes in the panel exhibited significant IdU-induced amplification of noise (Figure 2E). The greatest IdU-mediated noise amplifications (i.e., fold change or Δ in the Fano factor) were for *Mtpap*, *Hif1an*, *Snd1*, *Stx7*, *Nanog*, and *Sox2* (ΔFano factor > 1.5), whereas *Farsa* and *Wdr83* exhibited smaller noise amplifications (Figure 2F).

To address the possibility of over-estimation in the noise metrics due to the variation in cell size, even after filtering for extrinsic noise, we computed corrected noise metrics based on an established linear regression analysis.^39^ This analysis indicates no appreciable differences in the noise estimates (Figures S5C and S5D), confirming a lack of cell-size dependence after extrinsic noise filtering, in contrast to a recent study.^41^

To further verify IdU-mediated noise amplification, we tested if the mechanistic underpinnings^19^ of homeostatic noise amplification were satisfied. Theory predicts that homeostatic noise amplification (i.e., changing the noise without altering the mean level) requires reciprocal changes in at least two transcriptional bursting parameters,^19^ e.g., a decrease in transcriptional burst frequency coupled with a corresponding but reciprocal increase in transcriptional burst size such that the mean number of transcripts remains unchanged. Specifically, the two-state random telegraph model could fit mESC smFISH data, but to account for IdU-mediated noise amplification, the inclusion of an additional “off” state in the model coupled with a feedforward gain was required.^20^ Here, based on established literature,^6^^,^^40^ we first inferred the effective burst size and frequency by fitting the mRNA distributions to a negative binomial distribution (Figures 2G, S6A, and S6C) and then quantified the relative IdU-mediated change in noise—importantly, the negative binomial fitting approach does not explicitly account for underlying molecular mechanisms such as the additional off state or feedforward gain. The fitting further shows a reciprocal relationship between the fold change in burst size and frequency (Figure 2G) in agreement with the model of homeostatic noise amplification. The one exception was *Wdr83*, which showed a different pattern of burst size and frequency and is discussed below.

Overall, these smFISH data further validate the scRNA-seq analysis of transcriptional noise and support that IdU generates a highly penetrant homeostatic amplification of transcriptional noise for 8 out of 9 genes in this panel of genes selected from diverse expression profiles and locations in the genome.

## Discussion

This study set out to determine (1) generally which scRNA-seq algorithm was most appropriate for quantifying transcriptional noise using the noise-amplifying molecule IdU^20^ as a perturbation and (2) specifically if the IdU noise-enhancer molecule acts in a globally penetrant manner.

Analysis of scRNA-seq data using different algorithms indicated that the amplification of noise by IdU is globally penetrant and likely not an artifact of a particular scRNA-seq analysis algorithm. However, the scRNA-seq analysis also indicated that scRNA-seq algorithms generate variable genome-wide noise profiles (Figure 1), with each algorithm suggesting a quantitatively different percentage of penetrance. 

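Most measured S phase genes rose in Fano factor in Jurkat cells given IdU, while G2/M genes moved both ways. Of 16 measured S phase genes, 13 rose by limma and 3 did not pass the test (13 rose when adjusted over the list alone). Among them were RRM2 and RRM1, the subunits of ribonucleotide reductase, with log2 changes of 0.36 (standard error 0.049) and 0.24 (standard error 0.043), and NASP, a histone chaperone, with 0.26 (standard error 0.047, adjusted p = 1.32e-07 from limma). Of 26 measured G2/M genes, 5 rose and 6 fell (5 and 6 when adjusted over the list alone). The heterochromatin protein CBX5 rose from 1.84 ± 0.054 (SD, n = 2 libraries) to 2.42 ± 0.099 and the lamina-associated TMPO from 1.86 ± 0.11 to 2.18 ± 0.094, while KIF11, a spindle motor, BIRC5, CKS2 and TPX2 were among those that fell. In CV2, RRM2, RRM1 and CBX5 fell, by log2 changes of -0.59, -0.22 and -0.47 (adjusted p = 4.12e-07, 0.000319 and 6.91e-07 from limma). Their means rose, by 0.80, 0.33 and 0.73. The CV2 changes of NASP and TMPO, -0.067 and 0.048, did not pass. Camera did not set the S phase list apart from other genes in Fano factor (adjusted p = 0.888) and placed the G2/M list below them (adjusted p = 0.0122), with adjusted p = 0.962 with an estimated correlation. In mean expression, 35 of 43 S phase genes rose and 6 fell by edgeR, and 31 of 53 G2/M genes rose and 8 fell (35 and 7, and 31 and 8, when adjusted over the list alone). CCNE2, a cyclin of S phase entry, rose by 0.90 on the log2 scale (standard error 0.042, adjusted p = 7.98e-12 from edgeR) and UBE2C, a ubiquitin-conjugating enzyme of mitosis, by 1.06 (standard error 0.037, adjusted p = 2.27e-13 from edgeR). Camera's adjusted p = 1.10e-05 for the S phase list and 0.00586 for the G2/M list became adjusted p = 0.434 and 0.704 with an estimated correlation. With each cell thinned to 8000 UMIs, list scores called 34.9% and 37.9% of DMSO cells and 30.5% and 32.4% of IdU cells S, and 63.1% and 59.5% of DMSO cells and 69.2% and 67.4% of IdU cells G2/M. The exact (Clopper-Pearson) 95% intervals of the S shares, for counting error only, were 33.7 to 36.1% and 36.6 to 39.2% with DMSO and 29.2 to 31.7% and 31.0 to 33.7% with IdU. Unthinned, 42.7%, 47.1%, 40.4% and 43.2% were called S in the same order, and with scores centred on their median, a rule chosen after seeing the data, 36.3%, 37.6%, 49.0% and 49.4%, which turns the order of the treatments. Free RNA, which differed between the treatments, can enter these scores, and they do not measure cycling. Within cells called S limma called 466 genes higher and 9 lower in Fano factor, and within cells called G2/M 503 and 17. Only 119 and 152 DMSO cells and 20 and 12 IdU cells were called G1, and there limma called 0 genes higher and 0 lower, with 106 and 9 at an unadjusted p under 0.05.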

A second scRNA-seq analysis in Jurkat cells (Figure S3) was consistent with IdU acting as a global noise enhancer, independent of the specific biological context. To validate the scRNA-seq noise analysis, we next used smFISH to examine a panel of genes that exhibited high sensitivity to individual scRNA-seq algorithms and represented both high- and low-expressing genes. smFISH analysis revealed that IdU increased transcriptional noise for 8 out of 9 genes (Figure 2). Overall, the results indicate that most published scRNA-seq algorithms were fairly accurate for the analysis of gene expression noise compared to the smFISH direct measurement (Figures 3A and 3B). Notably, the estimates from the raw method are similar to those from the other algorithms, although all the methods tend to systematically underestimate the fold change in noise metrics compared to smFISH.

**Figure 3:**
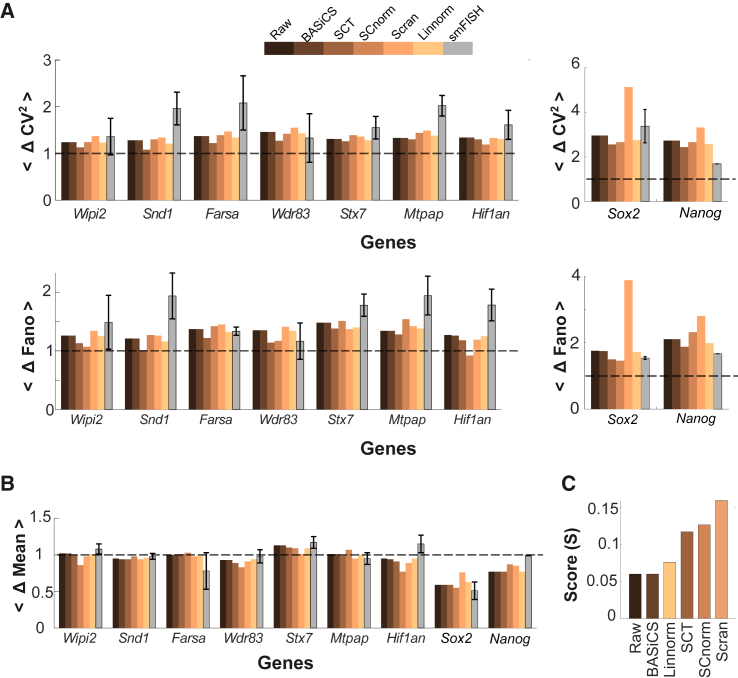
Comparison of noise amplification between smFISH and scRNA-seq (A and B) The fold change (Δ) in (A) noise metrics and (B) mean obtained from different scRNA-seq algorithms is compared to the estimates from measured smFISH across the panel of selected genes. (C) Bar plot depicts the score (*S*), comparing the performance of each scRNA-seq method to the FISH based on the deviation for the three metrics (described in the STAR Methods section).

While we do not fully understand why scRNA-seq algorithms appear to underestimate the amplification in transcriptional noise compared to smFISH, it seems unlikely that the underestimation is simply due to a normalization factor (i.e., a scalar value) given that this study compares *changes* in noise between the two approaches. It is possible that non-linear data transformations could account for the differences between scRNA-seq and smFISH, but such transformations would likely make 1:1 comparison in the fold change nontrivial. Further, we note that smFISH measures mRNA transcripts directly, while we cannot eliminate potential confounding differences due to technical and methodological factors in scRNA-seq—i.e., UMI counts/cell, a proxy for mRNA abundance in scRNA-seq, could generate confounding effects independently for the estimated mRNA abundance in control versus treated cases. Specifically, scRNA-seq data and smFISH data are on substantially different scales, where smFISH values are discrete counts, while scRNA-seq values are continuous relative counts with values that are orders of magnitude lower than smFISH. We also note that our smFISH analysis rigorously accounts for extrinsic noise factors, while not all of the scRNA-seq algorithms do so, indicating that the underestimation reported is likely a lower bound. Future studies will focus on determining the underlying reasons for this underestimation of changes in noise by scRNA-seq compared to smFISH.

However, a combined score based on the minimal deviation from the smFISH estimates suggest that raw and BASiCS perform relatively better among all the other algorithms tested (Figure 3C). In BASiCS, the fold change in mean, CV^2^, and Fano were directly estimated from normalized counts (using the normalization parameter obtained from the Markov chain Monte Carlo [MCMC] fits) and resulted in minimal data transformation (Figure S1). Additionally, unlike the normalizations in Figure 1, MCMC fits estimate model parameters, including normalization parameters, without transforming the counts and simultaneously provide robust estimates for all the model parameters, including overdispersion—a gene-specific parameter for biological noise that describes non-Poissonian noise after accounting for technical noise and is analogous to CV^2^— which indicates that ∼84% of the genes exhibit a fold increase in biological noise upon IdU perturbation and is comparable to the direct CV^2^ analysis (Figure 1A) which showed ∼86% of genes increased noise. Further, the variance decomposition indicates that ∼26% and ∼75% of the total genes show IdU-induced amplification for Poissonian and super-Poissonian components, respectively, while only ∼3% exhibited an increase in both. Overall, this study suggests that direct estimates of noise, along with BASiCS metrics such as overdispersion, residual variability, and variance decomposition, provide an accurate quantification of transcriptional noise and insights into the phenomenology underlying the gene expression variability. Future studies will focus on determining the metrics that best capture and provide 1:1 comparison between the different absolute mRNA quantification techniques and estimation of the transcriptional noise in physiological contexts.

The Jurkat scRNA-seq analysis of noise (Figure S3D) is generally consistent with previous smFISH analyses in Jurkat cells indicating that 75% of genetic loci have a Fano factor > 1^11^, and the two scRNA-seq biological replicates of the Jurkat experiment confirm that the noise difference between IdU and DMSO samples cannot be attributed to technical bias of the single mESC DMSO and IdU samples alone. However, Jurkat cells appear to exhibit a significantly lower extent of noise amplification. 

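MALAT1 stood at a Fano factor of 31.1 ± 0.27 (SD, n = 2 libraries) with DMSO and 70.1 ± 0.94 with IdU, and the histone gene HIST1H1E at 8.90 ± 0.45 and 5.15 ± 0.30. Their means moved the same way, by 0.96 and -1.08 on the log2 scale. Their CV2 did not pass, at 0.087 and 0.12 (adjusted p = 0.172 and 0.213 from limma), so these Fano changes go with changed means. PSMA2, a proteasome subunit, lay near the level of sampling alone, at 1.53 ± 0.086 and 1.54 ± 3.4e-04 (adjusted p = 0.828 from limma). After the raw method, 100% of the 1107 genes had a Fano factor above 1 in each library, and the median gene stood at 1.73 and 1.65 with DMSO and 1.82 and 1.84 with IdU. Because the raw method rescales the counts, Poisson sampling of UMIs alone gives a Fano factor of 1.48 and 1.42 in the DMSO libraries and 1.43 in both IdU libraries. The share of genes above that level was 100% and 99.7% with DMSO and 100% and 99.9% with IdU. Genes at more than 1.1 times that level made up 68.9% and 70.0% with DMSO and 89.3% and 89.1% with IdU, and genes at more than 1.5 times 17.9% and 18.3% against 29.9% and 30.4%. Each IdU library was above each DMSO library in most genes, in 76.0% and 75.7% of them against DMSO replicate 1 and in 93.0% and 93.4% against DMSO replicate 2. With each cell thinned to 5091 UMIs over these genes, the same shares were 87.0% and 87.5%, and 88.3% and 87.9%. These shares compare pairs of 4 libraries and were not tested, because genes are not replicates. From the difference seen in both replicates, the paper concludes that technical bias of the single mESC samples cannot alone account for it, and it sets the Jurkat noise values beside earlier smFISH measurements in these cells.

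**Figure D1:**
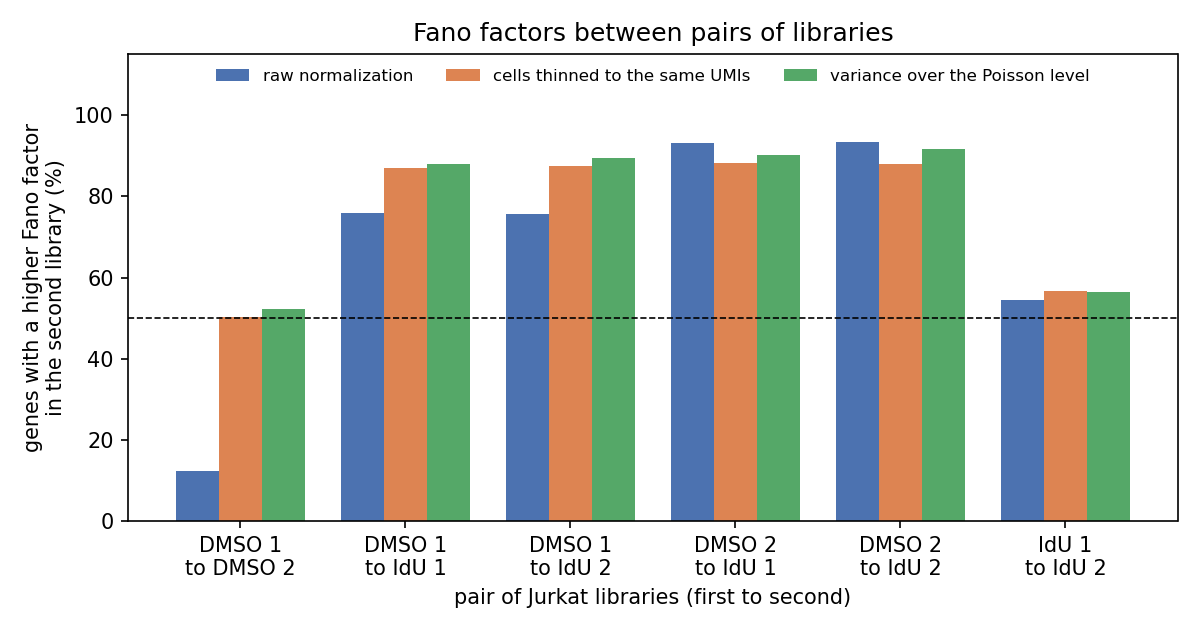
Share of the 1107 genes, in percent, whose Fano factor was higher in the second library of each pair of Jurkat libraries, under the raw normalization, with cells thinned to the same number of UMIs, and for the variance over the Poisson level. Pairs of a DMSO and an IdU library lie at 75.7% or more in each setting, and the DMSO pair goes from 12.4% under the raw normalization to 50.4% after thinning.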

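Base excision repair genes moved both ways in mean expression in Jurkat cells given IdU, with 13 of 25 higher and 10 lower by edgeR (13 and 10 when adjusted over the list alone). The glycosylases NEIL1, MPG and OGG1 rose by 2.58 (standard error 0.16), 0.48 (standard error 0.033) and 0.60 (standard error 0.048) on the log2 scale, and XRCC1, a scaffold of strand break repair, by 0.59 (standard error 0.037, adjusted p = 4.16e-10 from edgeR). APEX1, the endonuclease that cuts at abasic sites (chromosome 14 of hg38, 20455191 to 20457772), fell from 207 ± 4.2 to 158 ± 3.9 CPM (SD, n = 2 libraries). Its Fano factor was 1.56 ± 0.032 with DMSO and 1.61 ± 0.014 with IdU, a log2 change of 0.049 (standard error 0.047, adjusted p = 0.399 from limma). Its CV2 rose by 0.32 on the log2 scale at this lower mean (adjusted p = 1.25e-05 from limma). Of 5 repair genes measured for noise, 2 rose in Fano factor, the chromatin protein HMGB1 by 0.38 and PARP1, which senses strand breaks, by 0.17, and 3 did not pass the test (2 rose when adjusted over the list alone). The list did not stand apart from other genes (camera, adjusted p = 0.246 for the mean and 0.914 for the Fano factor). Of 13 genes of DNA topology and cohesin, 4 were higher and 4 lower in mean, with TOP2A, the topoisomerase of dividing cells, at 0.88 (standard error 0.060) and TOP2B at -0.39 (standard error 0.030). In Fano factor 3 of 9 rose, STAG2, SMC3 and TOP1, and 6 did not pass the test (4 and 4 for the mean and 3 for the Fano factor when adjusted over the list alone; camera, adjusted p = 0.790 and 0.535). The Fano factor of TOP2B had a log2 change of 0.017 (adjusted p = 0.779 from limma) and that of CTCF, which organises chromatin loops, 0.084 (adjusted p = 0.0933 from limma). In CV2, TOP2B rose by 0.29 and CTCF had -0.14 (adjusted p = 2.78e-05 and 0.00817 from limma). Their means moved the other way, by -0.39 and 0.10. The median gene of the 1107 had an IdU to DMSO Fano ratio of 1.07. For the part of the variance above the Poisson level the median ratio was 1.60, and limma called 699 genes higher and 21 lower of 1102.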

Several mechanisms may account for the observed difference. First, slowly dividing cells, such as Jurkat cells, have slower DNA replication rates; thus, IdU incorporation has less of an impact on transcriptional dynamics due to the relatively fast activity of the base excision repair (BER) pathway, through which IdU is removed from the genome. Second, a technical difference between the DMSO- and IdU-treated mESCs is sequencing depth—while the IdU-treated mESCs were sequenced more deeply, they exhibit lower median UMI counts per cell compared to the DMSO-treated cells (Figure S3E), suggesting a possible reduction in cellular total RNA content upon IdU treatment. This reduction suggests the possibility of lower absolute mean RNA levels masked by normalization methods and higher noise stemming from Poisson scaling, which inflates the noise enhancement effect in the mESC dataset. Third, another technical limitation of our Jurkat scRNA-seq data is the moderate sequencing depth (Figure S3E), allowing noise quantification in only ∼1,000 genes compared to the ∼4,000 genes in mESCs. These ∼1,000 genes comprise the highest expression percentile of all expressed genes. It is possible that noise amplification is less efficient for these very abundant transcripts due to higher RNA stability and/or more continuous than bursty transcription.^42^ 

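Ribosomal protein genes RPL5 and RPL35, among the most abundant of the 1107 genes, rose in Fano factor by 0.43 (standard error 0.048) and 0.46 (standard error 0.046, adjusted p = 5.32e-22 from limma) on the log2 scale, and MT-ATP6, of the mitochondrial ATP synthase, by 0.40 (standard error 0.065). FEN1, the flap endonuclease, among the least abundant, had 0.061 (standard error 0.043, adjusted p = 0.254 from limma), and STAG2, a cohesin subunit of intermediate level, 0.19 (standard error 0.043). These are single examples, and ANXA1, with 81.3 CPM with DMSO and 183 with IdU against 137 and 175 for FEN1, rose by 1.24. With genes ranked by mean expression into 10 bins, the median log2 Fano ratio was 0.0459 in the lowest bin, with means of 1.83 to 2.53 normalized counts per cell, and 0.248 in the highest, with means of 20.8 to 197. Spearman's rho between mean expression and the Fano ratio was 0.429 over all libraries, 0.388 between the libraries numbered 1 and 0.443 between those numbered 2, across genes, which are not independent replicates. With the Poisson variance subtracted rho was 0.0909, with medians of 0.466 in the lowest bin, 0.857 in bin 8 and 0.601 in the highest. Poisson sampling takes a larger part of the variance of a less abundant transcript, so the plain Fano factor can show less of a change there. All 10 bins lie within the 1107 genes, which the paper counts as its most highly expressed. The trend therefore cannot show whether these genes are amplified less than transcripts of lower abundance.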

Finally, there is also a possibility that noise amplification in mESCs could potentially propagate into cell-state alterations in mESCs, which may introduce transcriptional heterogeneity in these pluripotent stem cells and could reflect potential biological changes in some cells^43^ (a possibility that may be less likely to occur in terminally differentiated Jurkat cells). However, we feel this possibility is unlikely since these biological changes in mESCs were not previously observed^20^ and would likely be reflected by changes in mean expression levels, which were not observed here or previously.^20^

The smFISH replicates, performed on two different microscopes each using different confocal technologies (i.e., spinning disk versus laser scanning), generated similar estimates in the fold change of noise across the panel of genes, which indicates the robustness and lack of bias that emerge from the acquisition differences. The smFISH analysis also allowed the calculation of fold change in burst size and burst frequency for selected genes (Figure 2), and the results were qualitatively comparable to the estimates from our scRNA-seq in an independent recent study using mechanistic models for estimation of the bursting kinetics,^44^ with a quantitative match for the intermediate-abundance gene Mtpap (i.e., log_2_ fold change in burst size and frequency in smFISH: 1.5 and −1.6, while the estimates from the Monod pipeline are 1.3 and −1.5, respectively). The smFISH data verify that IdU amplifies intrinsic transcriptional noise homeostatically (i.e., without altering the mean expression level) for most genes irrespective of genomic location and expression level.

One technical limitation of this study is that smFISH analysis is necessarily low throughput and limited to the subset of genes for which good probe sets can be designed, which limits the spectrum of measurements and the number of genes that can be analyzed. We attempted to mitigate this by exploring genes from across the expression spectrum (Figures S4A and S4B) and analyzing a substantial number of cells per treatment (i.e., at least ∼50 cells per condition and replicates after filtering extrinsic noise), and the estimates from replicates are consistent with statistics obtained from pooled datasets (Figure S6E). Thus, the data herein indicate that IdU likely acts as a noise-enhancer molecule for a large fraction of genes irrespective of their mean expression level.

However, the degree of noise amplification varies. A higher fold change in Fano is observed for *Mtpap* and *Hif1an* genes, which are associated with stress and metabolic processes, and *Syndapin* and *Syntaxin7*, involved in endocytosis and vesicular trafficking, respectively. The pluripotency-associated transcription factors, such as *Sox2* and *Nanog*, exhibit intermediate-noise amplification, while the genes associated with translation and autophagy, i.e., *Farsa* and *Wipi2*, and *Wdr83*, which is involved in mRNA processing and functions as a molecular scaffold, exhibit lower-noise amplification. Interestingly, the magnitude of protein noise in yeast cells is higher for the stress- and metabolism-associated proteins and lower for those involved in protein complexes and translation machinery,^13^^,^^14^ suggesting a potential role of IdU perturbation in investigating the contribution of transcriptional and translational noise. Notably, *Wdr83* is an outlier for its change in noise (Figure 2F), and the estimates of the change in burst size and frequency do fall outside the reciprocal change expected for orthogonal noise amplification (Figure 2G). Considering that IdU increases noise via BER, a genome-wide surveillance pathway, it may be surprising that any gene fails to exhibit an increase in noise. It is possible that the low-throughput nature of smFISH may have obscured IdU-induced noise amplification, or the variation could be inherent to the gene. When replicates for each gene were pooled, the homeostatic increase in noise was maintained (i.e., increase in both the Fano factor and CV^2^ without a significant change in mean) for all genes except *Wdr83*, and the reciprocal relationship between burst size and frequency was also maintained except for *Wdr83* (Figure S6E). However, it should be noted that these population statistics include 200–300 cells per gene/condition and do suffer from some inter-replicate variability. A potential explanation for the *Wdr83* outlier may lay in the mechanism by which BER increases noise via DNA topology changes. Specifically, the BER enzyme AP endonuclease 1 (Apex1) generates DNA supercoiling, which leads to an accumulation of RNA polymerase II; when released, this amplifies transcriptional burst size. Indeed, the IdU noise effect can be phenocopied by topoisomerase inhibitors, which increase DNA supercoiling.^20^ Consequently, regions that naturally have increased supercoiling and corresponding high levels of topoisomerase may be less sensitive to changes in topology caused by IdU- and BER-induced supercoiling. It has been previously reported that topologically associated domain (TAD) boundaries are regions that exhibit substantial supercoiling and are enriched in insulator binding protein CTCF^45^^,^^46^ and that topoisomerase IIB is prevalent at CTCF sites.^47^ Intriguingly, *Wdr83* has two relatively unique features among the panel of genes tested: (1) it contains a relatively large CTCF binding region and (2) it is found at a TAD boundary.^45^ Together, these two features may be consistent with IdU acting as a topology-dependent global noise-enhancer molecule, as shown by scRNA-seq (Figure 1) and smFISH (Figure 2) analysis.

A second point of interest is the case of *Sox2*. While most genes analyzed exhibited a homeostatic increase in noise—without a substantial change in mean—smFISH revealed that IdU induced a decrease in mean *Sox2* mRNA, though we note that the change in mRNA numbers was less than 2-fold. Notably, IdU did not alter single-cell *Sox2* protein levels in our previous analysis.^20^ It is possible that the reported negative feedback regulation of *Sox2*^48^ acts to buffer changes at the protein level.

From the practical perspective of quantifying expression noise, this study reveals that common analyses can fail to resolve quantitative changes in intrinsic expression noise, particularly for individual genes. A number of approaches have been proposed to overcome these types of scRNA-seq limitations, including elegant solutions using mathematical modeling methods to address technical variability without compromising the quantification of biological noise,^40^ though these can be cumbersome to implement. The analyses herein indicate that it may be advisable to combine high-throughput analyses (e.g., scRNA-seq) with lower-throughput direct quantification (e.g., smFISH) to quantify changes in transcriptional noise for individual genes, as the “ground truth” may lie somewhere in between the results of each analysis. Regardless, both the scRNA-seq and smFISH data argue that IdU appears to be a global noise enhancer that could be leveraged to modulate noise without altering mean expression for the majority of genes.

### Limitations of the study

While all the scRNA-seq algorithms explored in this study indicate that IdU results in genome-wide homeostatic amplification of transcriptional noise, it is limited by a single replicate in mESCs and smaller sequencing depth in the two replicates of Jurkat cells. Additionally, although smFISH estimates support the scRNA-seq results in mESCs, this validation is restricted to a smaller set of target genes due to technical limitations, which may also constrain the evaluation of the algorithms using smFISH as a reference. Furthermore, variations observed across the replicates in the *Wdr83* gene, along with its contrary trend from the scRNA-seq estimates, raise questions on the contribution of topoisomerase-based relaxation of supercoiling upon IdU-induced repair versus the accessibility and effectiveness of IdU itself at the TAD regions, as well as the influence of the biophysical properties of the gene. Our analysis is limited to the relative estimates of burst size and frequency, inferred from the fitting of mRNA distributions to a negative binomial distribution under the assumption that mRNA stability is unaltered upon IdU treatment, due to the lack of experimentally measured half-life estimates for all the target mRNAs. Lastly, while our results indicate a global penetrance of IdU, this is based on the fast-dividing embryonic mouse stem cells and transformed human Jurkat cells. The extent of IdU penetrance and quantification of transcriptional noise in primary differentiated cell lines, which usually have relatively slower proliferation rates, shorter replication dwell times, and different chromatin landscapes and dynamics, remains to be explored for utilizing IdU as a noise-enhancer probe.

## Resource availability

### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contact, Leor S. Weinberger ().

### Materials availability

This study did not generate new unique reagents.

### Data and code availability

• Jurkat scRNA-seq raw and processed sequencing data have been deposited at GEO and are publicly available as of the date of publication. Accession numbers are listed in the key resources table. Microscopy data reported in this paper will be shared by the lead contact upon request.
• This study does not report original algorithm/software (however, custom code/scripts are available upon request).
• Any additional information required to reanalyze the data reported in this paper is available from the lead contact upon request.

## Acknowledgments

We thank Ravi Desai, Gustavo Vasen, Karla Delucas, and Daniel Lewis for technical guidance; Kathryn Claiborn for editing; and Oded Regev for useful discussions. Data for this study were acquired at the Nikon Imaging Center at UCSF using an 10.13039/100000002NIH S10 Shared Instrumentation grant (1S10OD017993-01A1). The Gladstone Genomics Core performed 10× Genomics library construction. Sequencing was performed at the UCSF CAT, supported by 10.13039/100008069UCSF PBBR, RRP IMIA, and 10.13039/100000002NIH 1S10OD028511-01 grants. This work was supported by 10.13039/100000002NIH award R37AI109593 (to L.S.W.). B.Z. acknowledges support from the EMBO fellowship (ALTF 388-2021), and X.C. acknowledges support from CIRM training grant EDUC4-12766. X.G.A. acknowledges support from 10.13039/100000002NIH training grant K12GM081266.

## Author contributions

Idea conception, X.C. and L.S.W.; conceptualization, X.C., G.P.C., N.K., B.Z., and L.S.W.; methodology, X.C., N.K., B.Z., and G.P.C.; investigation, N.K., B.Z., G.P.C., and X.G.A.; formal analysis, N.K. and B.Z.; visualization, N.K., B.Z., and G.P.C.; data curation, N.K. and B.Z.; writing – original draft, G.P.C., X.C., N.K., B.Z., and L.S.W.; writing – review & editing, N.K., B.Z., X.C., X.G.A., G.P.C., and L.S.W.; project administration, N.K. and L.S.W.; resources, funding acquisition, and supervision, L.S.W.

## Declaration of interests

L.S.W. is an equity co-founder of Autonomous Therapeutics, Inc., and Institute for Evolvable Medicines (non-profit).

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Critical commercial assays**		

Chromium Next GEM Single Cell 3′ HT Kit v3.1	10x Genomics	1000370
NovaSeqX 10B flow cell (v1.5 reagents)	Illumina	20085594
10x Cell Ranger (6.1.2, 7.0.1)	10x Genomics	https://www.10xgenomics.com/support/software/cell- ranger/downloads#download-links

**Chemicals, peptides, and recombinant proteins**		

DAPI	Thermo Fisher Scientific	Cat#D1306
IdU	Millipore Sigma	Cat# I7125
Formaldehyde	Tousimis	Cat#1008A
Formamide (deionized)	Ambion	Cat#AM9342
20x SSC buffer	Invitrogen	Cat#AM9770
Glycerol	Thermo Fisher Scientific	Cat#17904
Glucose oxidase	Sigma Aldrich	Cat#G7141
Catalase	Sigma Aldrich	Cat#C3515
Imaging chamber (8-well dish)	Ibidi	Cat#80826

**Deposited data**		

Single-cell RNA-seq Jurkat	This study	GSE263194
Single-cell RNA-seq mESC	Desai et al. 2021^20^	GSE176044

**Experimental models: Cell lines**		

mESC	Desai et al. 2021^20^	–
Jurkat	American Type Culture Collection	TIB-152

**Oligonucleotides**		

smRNA-FISH probes, See Data S3	This study (Stellaris, LGC Biosearch Technologies)	N/A

**Software and algorithms**		

Fiji/ImageJ	Schneider et al. 2012^49^	https://imagej.nih.gov/ij/
MATLAB (R2024a)	MathWorks^50^	https://www.mathworks.com/products/matlab.html
R (4.4.0)	–	–
FISH-Quant (version – v2a)	Mueller et al. 2013^38^	https://bitbucket.org/muellerflorian/fish_quant/src/master/
BASiCS (version 2.15.5)	Vallejos et al. 2015,^31^ Eling et al. 2019^32^	https://www.bioconductor.org/packages/3.7/bioc/html/BASiCS.html
Linnorm (2.28.0)	Yip et al. 2017^30^	https://www.bioconductor.org/packages/release/bioc/html/Linnorm.html
SCnorm (1.26.0)	Bacher et al. 2017^33^	https://www.bioconductor.org/packages/release/bioc/html/SCnorm.html
SCTransform (0.4.1)	Hafemeister, C., and Satija, R, 2019^28^	https://cran.rproject.org/web/packages/sctransform/index.html
Scran (1.30.2)	Lun et al. 2016^29^	https://bioconductor.org/packages/release/bioc/html/scran.html

### Experimental model and study participant details

#### Cell culture

Mouse embryonic stem cells (E14, male) were cultured on gelatin-coated platers with ESGRO- 2i/LIF medium (Millipore, cat: SF002-500) at 37°C, 5% CO2, in humidified conditions, as described previously.^20^ Jurkat T Lymphocytes were cultured in RPMI-1640 medium (supplemented with L-glutamine, 10% fetal bovine serum, and 1% penicillin-streptomycin), at 37°C, 5% CO_2_, in humidified conditions. Cells were treated with either DMSO or 10/20 μM IdU (I7125, Millipore Sigma) for 24/48h in mESC/Jurkat cells respectively.

### Method details

#### Single-cell RNA sequencing analysis (mESCs and Jurkat cells)

For mESCs, we used our previously published^20^ deeply sequenced scRNA-seq dataset available at the GEO repository under accession number GEO:GSE176044. Read mapping to mm10 genome was done with CellRanger (6.1.2)^51^ to obtain a gene count matrix. Before applying each normalization method, both DMSO and IdU datasets were subjected to a quality control process. First, Seurat^52^ was used to filter for high-quality cells using a minimum of 4000 detected genes, 10000 UMI counts, and <10% reads mapping to mitochondrial genes per cell. The resulting count matrix was then further filtered by the ‘BASiCS_Filter’ function from the BASiCS^31^ R package with default parameters, which limited the analysis to genes with sufficient sequencing coverage for reliable noise quantification. The output count matrix consisted of 811 cells for DMSO and 732 cells for IdU across 4456 genes. This output was then used to run five normalization pipelines according to their protocols: SCTransform,^28^ scran,^29^ Linnorm,^30^ BASiCS,^31^ and SCnorm.^33^ For comparison, the filtered output was also normalized using a simple approach referred to as the “raw” method, here. In this method, the gene-specific counts in each cell were divided by the total counts in that cell and then scaled by a factor of 10^4^. BASiCS was run with default parameters and recommended settings (*N* = 20000, Thin = 20 and Burn = 10000) using the horizontal integration strategy (no-spikes). The normalized data obtained from ‘BASiCS_DenoisedCounts’ function was further normalized similar to the raw data. The other packages were run with default parameters.

For Jurkats, two biological replicates (4 samples) of single-cell suspensions were loaded on a Chromium X instrument using a Chromium Next GEM Single Cell 3′ HT Kit v3.1 (10x Genomics). Sequencing was performed on an Illumina NovaSeq 6000 with a paired-end setup specific for 10x libraries. Data were aligned to hg38 reference genome using 10x Cell Ranger (7.0.1). Resulting sequencing depth as estimated by median UMI count per sample is shown in Figure S3E. Analysis was performed similarly to the mESC dataset: Seurat was used to filter for high-quality homogeneous cell population using the following filters: 3000 < detected genes <5000, 8000 < UMI counts <15000, and <10% reads mapping to mitochondrial genes per cell. The resulting count matrix was then further filtered by the BASiCS_Filter function with default parameters. The output count matrix consisted of 5988 and 5786 cells for DMSO samples and 5148 and 4701 cells for IdU samples across 1107 genes. This output was then used to run the above-mentioned 5 normalization pipelines according to their protocols. For each sample, we calculated separately for each biological replicate the mean, CV^2^, and Fano values per gene and then averaged the values of both replicates for further analysis.

#### Single molecule RNA FISH

Cells within 3–12 passages were used for smRNA FISH experiments. Probes for the detection of transcripts were developed using the designer tool from Stellaris (LGC Biosearch Technologies) (Data S3) setting the minimum number of probes to 30 (TAMRA conjugated) for gene transcripts.

1.5 x10^5^ mouse embryonic stem cells were seeded into well of a gelatin-coated, 8-well Ibidi dish (cat: 80826) in 2i/LIF media. 24 h following seeding, media was replaced with 2i/LIF containing 10 mM IdU or equivalent volume DMSO. After 24 h of treatment, cells were then fixed with DPBS in 4% paraformaldehyde for 10 min. Fixed cells were washed with DPBS and stored in 70% EtOH at 4°C for 1 h to permeabilize the cell membranes. Probes were diluted 200-fold and allowed to hybridize at 37°C overnight. Wash steps and DAPI (Thermo, cat: D1306) Wash steps and DAPI (Thermo, cat: D1306) staining were performed as described (https://www.biosearchtech.com/support/resources/stellaris-protocols). Briefly, after 16 h, cells were washed with wash buffer and incubated for 30 min at 37°C twice, followed by DAPI stain (DAPI in wash buffer at 10 μg/ml), for 15 min at 37°C. The cells were washed with 2x SSC (Invitrogen, cat: AM9770) once, followed by freshly prepared GLOX solution and incubated for 3 min. The cells were finally suspended in the anti-fade GLOX buffer with enzymes (i.e., also the imaging buffer) to minimize photo-bleaching (buffer containing 50% glycerol (Thermo, cat: 17904), 75 mg/mL glucose oxidase (Sigma Aldrich, cat: G7141), and 520 mg/mL catalase (Sigma Aldrich, cat: C3515). Images were collected on an inverted Nikon TiE microscope (Nikon) run using Micromanager 2.0^53^ equipped with a CSU-W1 Spinning Disk with Borealis Upgrade (Yokogawa, Andor), ILE Laser launch with 4 laser lines (450/488/561/646nm, Andor), quad-band dichroic ZT405/488/561/647 (Chroma), emission filters for DAPI (ET447/60), GFP (ET525/50), RFP (ET607/36), and Cy5 (ET685/40) (Chroma), piezo XYZ stage (ASI), and Zyla 4.2 CMOS camera (Andor), using a Plan Apo VC 60x/1.4 Oil objective (Nikon). Approximately 10 XY regions of interest were randomly selected for each condition. For each image, XY pixel size was 108nm/px, and a Z-step size of 250nm was used with over 60 image planes to fully cover the tissue. The additional replicates were imaged on a confocal laser scanning microscope (Fluoview 3000 Olympus) with a 63x (1.4 NA) oil-immersion objective. Approximately, 10-15 XY regions were randomly selected for each condition at z-step size of 280nm for about 40–60 frames to span the cells. Prior to imaging, cells were checked for Nanog-GFP presence to confirm the pluripotent state of the mESCs.

#### Image analysis and extrinsic noise filtering for quantification

Image analysis and spot counting was performed using FISH-quant.^38^ Images, were background subtracted with a rolling ball radius of 10 pixel in the TAMRA channel for the control and treated sets requiring pre-processing in Fiji.^49^ Cells were manually segmented to ensure selected cells for the analysis were: (i) single and non-overlapping in all dimensions; (ii) non-dividing (based on cell shape) and those at the later stages of cell-division (such as metaphase and anaphase) were excluded based on DAPI staining; and (iii) of similar size to minimize extrinsic noise. To remove outliers, for every pair of probes per replicate, cells with areas below 5^th^ and above 95^th^ percentile (calculated from the combined DMSO and IdU population) were excluded. This was followed by iteratively eliminating cells with 2 and 98 percentile thresholds until the area distributions of DMSO and IdU satisfied statistical insignificance (Permutation test, a = 0.01, number of permutations with replacement = 10000) and the correlation coefficient for the linear relationship between mRNA abundance and cell-size was less than <0.45 (24/28 cases had *p* > 0.05 and R^2^ < 0.3). This approach does not assume a prior-distribution and removes any bias that could stem from differences in the number of cells per group. For, all the analysis, gene-sets with at least >50 cells/treatment were considered, (except for one *Farsa* and *Syntaxin7* replicate with ∼25 and ∼35 cells/condition). The lack of cell-size dependent effects was further confirmed by computing the cell-size corrected noise-metric as described,^39^ which yielded no changes in the measured metrics per gene per replicate. (a total of 2201 DMSO and 2035 IdU treated cells were analyzed after extrinsic filtering from a total of 2748 and 2693 segmented cells.).

#### Estimation of burst size and burst frequency

The distribution of mRNA/cell for each gene and replicate were fit to the negative binomial distribution using maximum likelihood estimates (nbinfit, MATLAB). The estimated burst size and burst frequency from the fits were inferred as: mean = burst size x burst frequency and Fano factor is 1 + burst size (Figures S6A and S6C). Data from all replicates was also pooled for each gene and the mRNA distributions fit to estimate the bursting-parameters.

### Quantification and statistical analysis

Statistical analysis was performed in MATLAB. To test for the homeostatic noise amplification, increase in transcriptional noise between DMSO and IdU treated samples in smFISH data, the mean of the measures over the replicates were considered. A non-parametric paired Wilcoxon signed rank was used to test for significance in mean (two-sided). While a one-sided paired Wilcoxon signed rank test was used to test for the significance for increase in noise and burst size, and decrease in burst-frequency (based on the mechanism of IdU shown previously^20^ and from the scRNA-seq analysis in this study). The Permutation test was used to filter extrinsic noise and test for the significance in cell-area distributions between DMSO and IdU cells in smFISH data. To evaluate the performance of the scRNA-seq methods for homeostatic noise amplification, a combined score (S) was computed for each method (k); defined as the linear sum of the medians ‘χ′, computed for each metric (i.e., *‘i’*). The metrics ($\chi_{i}^{k}$) are relative deviations in mean expression (*μ*), squared coefficient of variation ($\frac{\sigma 2}{\mu^{2}}$) and Fano factor ($\frac{\sigma 2}{\mu }$) from scRNAseq method ($D_{j}^{k}$) and smFISH (*E*_*j*_) across all the genes (*‘j’*). The minimal score *S*_*k*_ corresponds to the method that matches the smFISH closely.

$$S_{k}=\sum_{i\in \left\{\mu ,\frac{\sigma^{2}}{\mu^{2}},\frac{\sigma^{2}}{\mu }\right\}}\chi_{i}^{k}$$

$$\chi_{i}^{k}=median{\left\{{\left(\frac{D_{j}^{k}-E_{j}}{E_{j}}\right)}^{2}\right\}}_{j=1:n}$$

# Supplementary material for: Single-cell RNA sequencing algorithms underestimate changes in transcriptional noise compared to single-molecule RNA imaging
**Source:** Cell Rep Methods. 2024 Dec 10;4(12):100933. doi: 10.1016/j.crmeth.2024.100933

**Cell Reports Methods, Volume 4**

## **Supplemental information**

### **Single-cell RNA sequencing algorithms underestimate changes in transcriptional noise compared to single-molecule RNA imaging**

**Neha Khetan, Binyamin Zuckerman, Giuliana P. Calia, Xinyue Chen, Ximena Garcia Arceo, and Leor S. Weinberger**

## SUPPLEMENTAL INFORMATION

- Supplemental Figure Legends
- Supplemental Figures
- Supplemental Datasets

### SUPPLEMENTAL FIGURE LEGENDS

**Figure S1: Comparison of scRNA-seq algorithms for noise quantification.** Each panel shows a comparison between fold changes in  $CV^2$  (upper-right panels) and Fano (lower-left panels) in response to IdU treatment as quantified by the indicated methods. The dashed green lines indicate the raw-data axes for reference. Related to Figure 1E.

**Figure S2: Reproducibility of noise quantification metrics.** (A-B) Randomly sampled cells from the mESC DMSO sample show no significant changes in  $CV^2$  (A) or Fano (B) values between the two subpopulations. (C-D) Two biological replicates of DMSO-treated Jurkat cells allow validation of the reproducibility of noise quantification using  $CV^2$  (C) or Fano (D) as noise metrics. (E) Sequencing depth as estimated by median UMI counts of the Jurkat and mESC samples used in this study. Values correspond to initial read counting as summarized by CellRanger (see Methods section for details).

**Figure S3: scRNA-seq analysis in Jurkat cells.** (A) scRNA-seq analysis of  $CV^2$ -vs-mean for ~1,000 transcripts in Jurkat cells treated with IdU (red) or DMSO control (black) as analyzed by commonly used normalization algorithms: SCTransform, scran, Linnorm, BASiCS, or SCnorm. (B) Mean expression for each of the ~1,000 transcripts in presence and absence of IdU using each normalization algorithm; none of the normalization algorithms generate significant changes in mean expression for IdU-treated cells. **(C)**  $CV^2$  for each transcript in presence and absence of IdU using each normalization algorithm; different algorithms generate slightly different fractions of transcripts with amplified noise ranging from ~59% of transcripts with amplified noise (scran) to ~66% of transcripts with amplified noise (SCnorm). Wilcoxon rank sum tests comparing the DMSO and IdU  $CV^2$  values for all genes are of marginal statistical significance ( $P < 0.005$  for SCT, BASiCS and SCnorm;  $P > 0.01$  for Linnorm and scran). **(D)** Quantification showing percentages of transcripts with indicated Fano factor fold changes between IdU-treated and control cells. Wilcoxon rank sum tests comparing the DMSO and IdU Fano values for all genes are highly significant for all algorithms ( $P < 10^{-17}$ ) besides scran ( $P=0.013$ ). **(E)** Pearson correlation coefficients between fold changes in noise metrics between IdU-treated and control cells. Shown are correlations between the indicated methods quantifying fold changes in  $CV^2$  (left heatmap) and Fano (right heatmap).

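Galectin-1 and granzyme genes rose and histone genes fell in mean expression in Jurkat cells given IdU. LGALS1, the lectin galectin-1 (chromosome 22 of hg38, 37675636 to 37679802), rose from 5.63 ± 0.18 (SD, n = 2 libraries) to 316 ± 22 CPM, a log2 fold change of 5.81 (standard error 0.058, adjusted p = 5.82e-20 from edgeR). The granzymes GZMB and GZMA (chromosome 5 of hg38, 55102646 to 55110252), proteases of cytotoxic lymphocytes, rose from 0.562 ± 0.16 to 19.6 ± 0.095 and from 8.29 ± 0.62 to 180.3 ± 2.0. The adhesion molecule SELP, the noncoding LINC00892, the pre-B cell receptor gene VPREB1, the scaffold gene AHNAK, RETN, encoding resistin, the cytokine gene LTB and the metalloproteinase inhibitor TIMP1 rose by 4.62, 4.10, 4.04, 4.02, 3.91, 3.88 and 3.86 on the log2 scale. HIST1H3F fell from 23.4 ± 0.88 to 5.21 ± 0.34 CPM (log2 fold change -2.17, standard error 0.064, adjusted p = 3.59e-14 from edgeR), and HIST1H2BF, HIST1H2AK, HIST1H3H and HIST1H1D had -1.87, -1.87, -1.81 and -1.81. The thyrotropin receptor TSHR, the zinc finger gene ZNF521, the end-joining ligase LIG4, the growth regulator MYC and the phosphoprotein gene ARPP21 had -2.06, -2.02, -1.82, -1.77 and -1.73. Of 57 replication-dependent histone genes, 56 fell and 1 did not pass the test (56 fell when adjusted over the list alone). Of 24 T cell activation genes, 19 rose, as the cytokine TNF at 5.53 (standard error 0.17) and the immediate early factors EGR1 at 3.26 and JUN at 2.17, and 2, MYC and NFATC1, fell (19 and 2 when adjusted over the list alone). Of 35 T cell identity genes, 22 rose, as the coreceptor CD4 at 2.68 (standard error 0.083) and the adaptor LAT at 1.06, and 8 fell, as RUNX1 at -0.97 (22 and 8 when adjusted over the list alone). Of 45 interferon response genes, 30 rose, as IFITM2 at 2.54 and IFI6 at 0.94, and 9 fell, as LY6E at -1.03 (30 and 9 when adjusted over the list alone). Of 80 cytosolic ribosomal protein genes, 64 fell, as RPL7 at -0.55 (standard error 0.037), and 3 rose (64 and 3 when adjusted over the list alone).

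Camera placed histones and ribosomal protein genes lower (adjusted p = 2.15e-34 and 5.81e-06) and T cell activation, T cell identity and interferon genes higher (adjusted p = 4.25e-05, 1.12e-05 and 4.91e-06). With an estimated correlation none of these calls passed, at adjusted p = 0.318, 0.509, 0.318, 0.337 and 0.318. T cell activation and interferon genes had estimated correlations of -0.0226 and -0.0217, below the preset 0.01. Correlation between genes thus does not explain why these lists lost their calls, so this setting cannot decide whether the calls hold. Markers of other cells moved as well. Of 7 myeloid genes, 5 rose, as FCER1G at 5.05 (standard error 0.22) and S100A9 at 3.87, and 2, CD14 and CST3, fell (5 and 2 when adjusted over the list alone; camera, adjusted p = 0.0108, and adjusted p = 0.337 with an estimated correlation). The 3 B cell genes CD79A, CD79B and IGHM, the 2 erythroid genes HBA1 and HBA2, the 2 epithelial genes KRT8 and KRT18 and the fibroblast gene COL1A1 rose (3, 2, 2 and 1 when adjusted over the list alone), COL1A1 from 1.09 ± 0.13 to 2.99 ± 0.083 CPM. Of 17303 genes tested, 5740 were higher and 5676 lower at an adjusted p under 0.05 from edgeR, of which 3048 and 1516 by 1.5 times or more. Among the 1107 genes measured for noise, 280 were higher and 626 lower, of which 35 and 67 by 1.5 times or more. These edgeR counts use TMM scaling over all tested genes. With cells scaled over the 1107 genes alone, from 47.2% to 49.0% had a higher mean in an IdU than in a DMSO library. In the few cells called G1 the counts were 238 higher and 217 lower of 7900, and HIST1H1D had 0.40, which did not pass, against -1.09 in the more numerous cells called G1 by centred scores, chosen after seeing the data. Histone transcripts mostly lack a poly(A) tail, the histone, IFITM and HBA genes have near-identical copies and KRT8 and KRT18 have many pseudogenes, so their levels are uncertain.

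**Figure D2:**
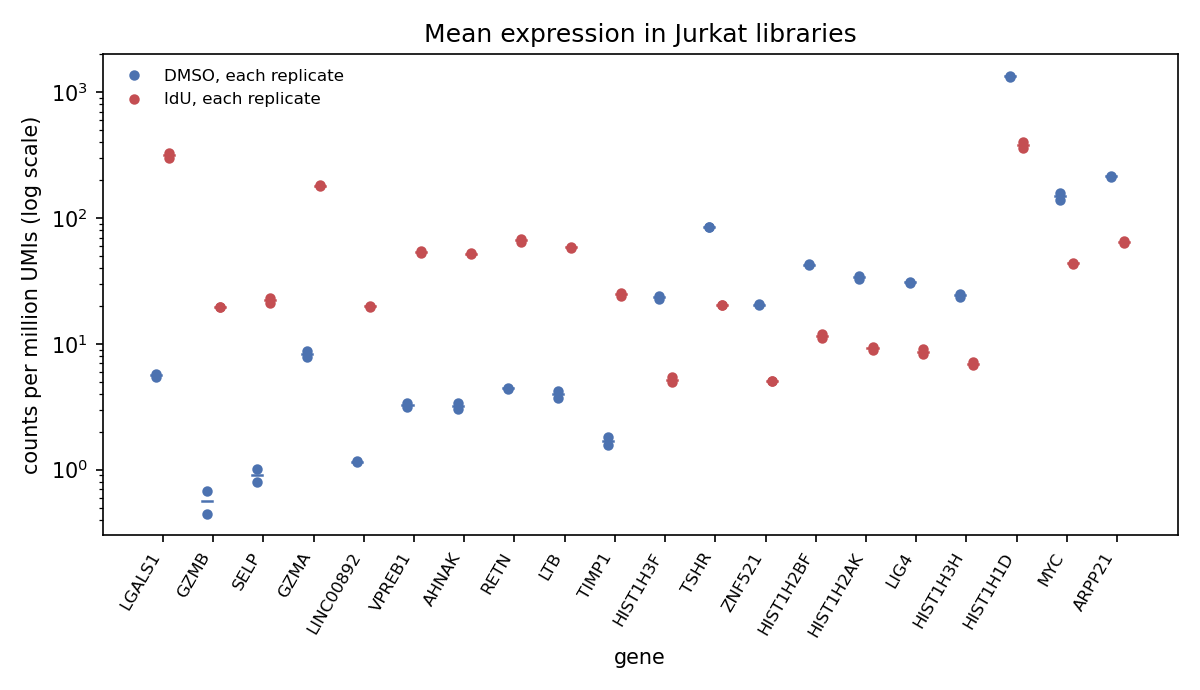
CPM (log scale) in each Jurkat library for the 10 genes with the largest rises and the 10 with the largest falls in mean expression, at an average of at least 10 CPM; points are the 2 DMSO and 2 IdU replicates. LGALS1 goes from a mean of 5.63 to 316 and HIST1H3F from 23.4 to 5.21.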

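LDHB, a subunit of lactate dehydrogenase, fell in mean expression from 1456 ± 18 (SD, n = 2 libraries) to 657 ± 3.9 CPM in Jurkat cells given IdU, and its CV2 rose by 1.34 on the log2 scale (adjusted p = 4.52e-10 from limma). The T cell factor RUNX1, the chaperone HSP90AB1 and the ribosomal protein gene RPS12 rose in CV2 by 1.01, 0.96 and 0.97, each with a lower mean. CTSG, whose mean went from 186 ± 5.0 to 1073 ± 17 CPM, had a CV2 change of -0.56 (adjusted p = 1.34e-06 from limma), and NEAT1, with a higher mean, -0.28 (adjusted p = 9.53e-05 from limma). TMSB4X and PRDX1 rose in CV2, by 1.13 and 0.78, although their means rose, by 0.67 and 0.14. PTMA rose by 0.89 in CV2 (adjusted p = 1.29e-07 from limma), at a log2 change of its mean of -0.067 (adjusted p = 0.135 from edgeR). Among genes of mitosis, TOP2A had -0.94 (adjusted p = 2.20e-07 from limma) and NUSAP1, a spindle protein, -0.84 (adjusted p = 7.20e-08 from limma). Their means rose, by 0.88 and 0.71. Their Fano factors did not pass, at 0.12 and 0.018 (adjusted p = 0.0971 and 0.801 from limma). Over the 1107 genes the CV2 ratio from all 4 libraries was above 1 in 66.5%, with a median log2 ratio of 0.122, and limma called 565 genes higher and 221 lower. Between the libraries set side by side by number, the share was 62.2% and 69.7% (SD over these 2 pairs 5.30, and 0.0401 for the median log2 ratio). With scran the share above 1 was 66.4% on linear values and 58.9% on log2(value + 1) values, and with SCTransform 65.0%. With the Poisson variance subtracted it was 92.3%, and limma then called 672 genes higher and 23 lower. In the authors' deposited table the share is 66.2% for the raw method, 65.8% for SCnorm and 60.1% for Linnorm.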

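Among the 1107 genes measured in Jurkat cells, 3.79% had a ratio of IdU to DMSO Fano factors above 1.5 under the raw method, the T cell genes CD3D, LEF1 and PTPRC and the antigen presentation gene B2M among them. A further 9.12% lay in the next lower bin of the paper's figure, among them RPS12, with a log2 change of 0.58 (standard error 0.052), and RPS13, with 0.50 (standard error 0.046). Most genes, 75.3%, lay in the bin that starts at 1, as TOP1, with 1.92 ± 0.017 (SD, n = 2 libraries) and 2.08 ± 0.012, and SQLE, an enzyme of sterol synthesis, with 2.29 ± 0.039 and 2.54 ± 0.14. The remaining 11.7% were below 1, as CDK1, with 2.62 ± 0.012 and 2.18 ± 0.039, and HSPH1, with 2.44 ± 0.086 and 2.27 ± 0.022. SCTransform gave 12.1% below 1, and scran 14.4% on linear values and 37.4% on log2(value + 1) values. Limma called 584 genes higher and 21 lower with SCTransform, 519 and 21 with scran on linear values, and 531 and 246 on log2(value + 1) values. The authors' deposited table gives shares below 1 of 12.1% for the raw method, 14.8% for SCTransform, 37.6% for scran, 10.8% for Linnorm and 21.0% for SCnorm.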

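CTSG, NEAT1 and MALAT1 are among the genes whose Fano factors rose under the raw method and were lower with IdU on log2(value + 1) values from scran. Across the 1107 genes, which are not independent replicates, the Pearson correlation of log2 Fano ratios with those of the raw method was 0.998 for SCTransform, 0.998 for scran on linear values and 0.169 for scran on log2(value + 1) values. For CV2 the same correlations were 0.999, 0.999 and 0.966. In the authors' deposited table, the correlation of Fano ratios between the raw method and another is 0.994 for SCTransform, 0.931 for Linnorm, 0.937 for SCnorm and 0.168 for scran. Fano ratios computed here correlated with those in the authors' deposited table at 0.9999 for the raw method, 0.997 for SCTransform, 0.176 for scran on linear values and 0.9999 for scran on log2(value + 1) values. The Fano factor of a gene under the raw method differed from the authors' deposited table by at most 0.844% with DMSO and 1.56% with IdU.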

**Figure S4: Representative smFISH images for selected panel of genes and extrinsic noise filtering.** **(A)** IdU-induced amplification of noise for selected panel-of 8 genes as quantified by Fano factor of BASiCS analysis of mESC data with their genomic location for smFISH validation; Nanog data is from Desai et. al., (2021). **(B)** Direct comparison of fold-change in mean and Fano factor from five scRNA-seq algorithms for the eight genes for smFISH validation; Nanog data is from Desai et. al., (2021). **(C)** Maximum intensity projections of representative smFISH images of mESCs treated with DMSO and IdU ( top and bottom) for 24 hours with DAPI stain (blue) and mRNA transcripts (grey) labeled with TAMRA probe-set. are shown. Scale bar: 15  $\mu m$  **(D)** Extrinsic noise filtering based on cell-area distributions for *Wipi2* from a replicate is represented (pre- filter: DMSO:178 cells, IdU: 179 cells,  $p < 10^{-4}$  from permutation test and after extrinsic noise filtering: DMSO:108 cells, IdU: 105 cells,  $p = 0.11$  ). Related to Figure 2.

**Figure S5. IdU mediated orthogonal increase in noise across the selected panel of genes.** **(A)** mean-mRNA per cell as by smFISH between DMSO and IdU treated populations for selected genes. Colors represent genes. **(B)** Fano factor versus mean mRNA abundance per cell for the selected genes. All the error bars correspond to SEM. **(C)** IdU-induced change in change in  $CV^2$  (left) and Fano factor (right). Error bars correspond to SEM. **(D)** Cell-size corrected (i.e., extrinsic

noise filtered) change in  $CV^2$  (left) and Fano factor (right). Error bars correspond to SEM. Related to Figure 2.

**Figure S6. Reciprocal changes in burst size and frequency upon IdU treatment from smRNA FISH estimates.** (A-B) Burst size and (C-D) Burst frequency estimated from negative binomial fitting to the mRNA distributions for DMSO (grey) and IdU (orange) treated cells. Bars correspond to the mean across replicates. Error bars represent SEM. The increase in burst size and decrease in burst frequency are statistically significant using one-sided paired Wilcoxon signed rank test. (E) i.e. mRNA/cell across replicates for each gene (left). Red lines represent axis of no-change. Right: fold-change in mean,  $CV^2$  and Fano factor from the pooled data-set. Related to Figure 2.

# Supplemental Figures

Figure S1

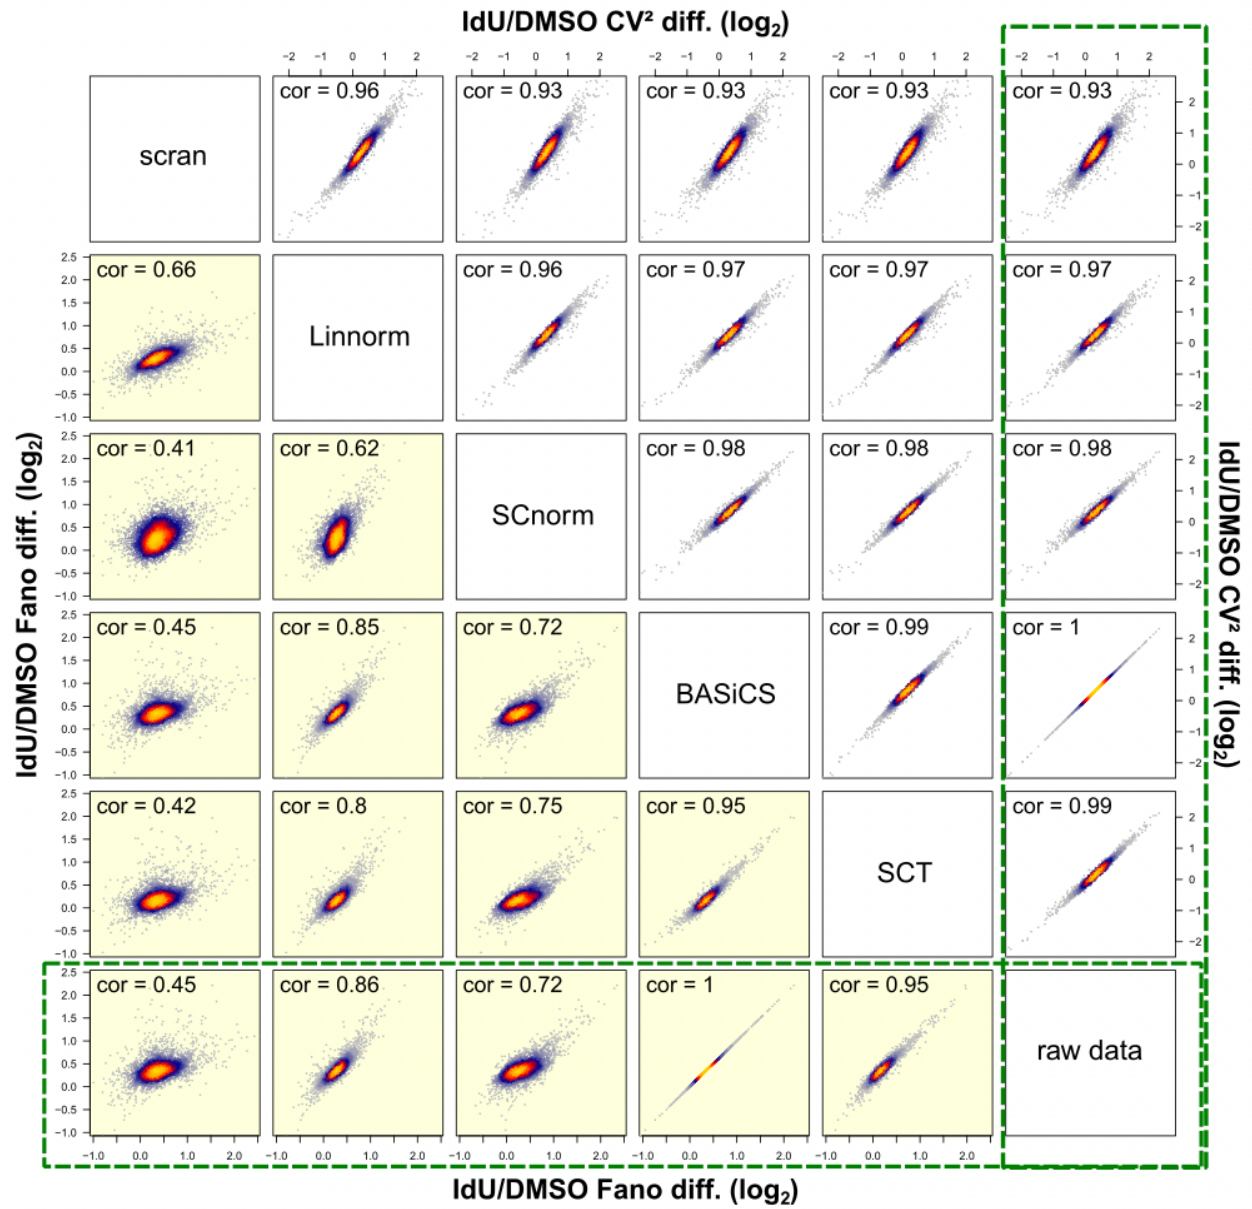

Figure S2

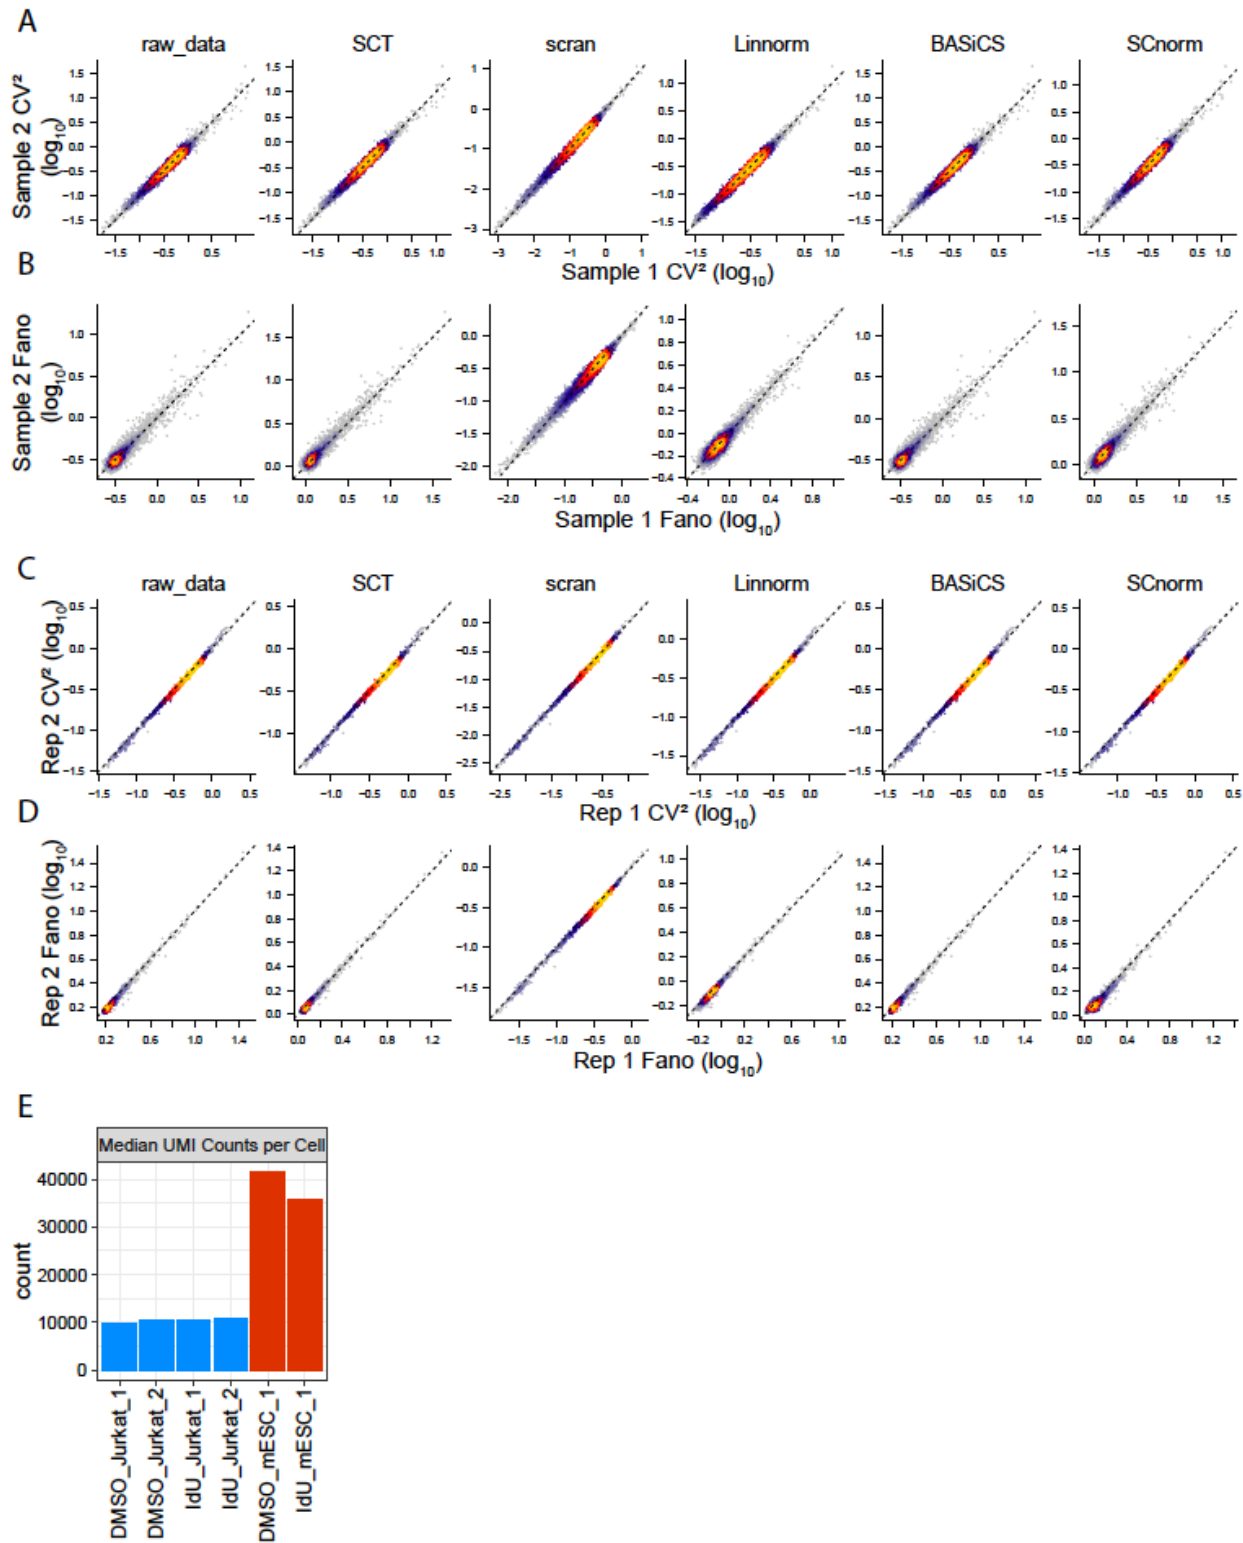

Figure S3

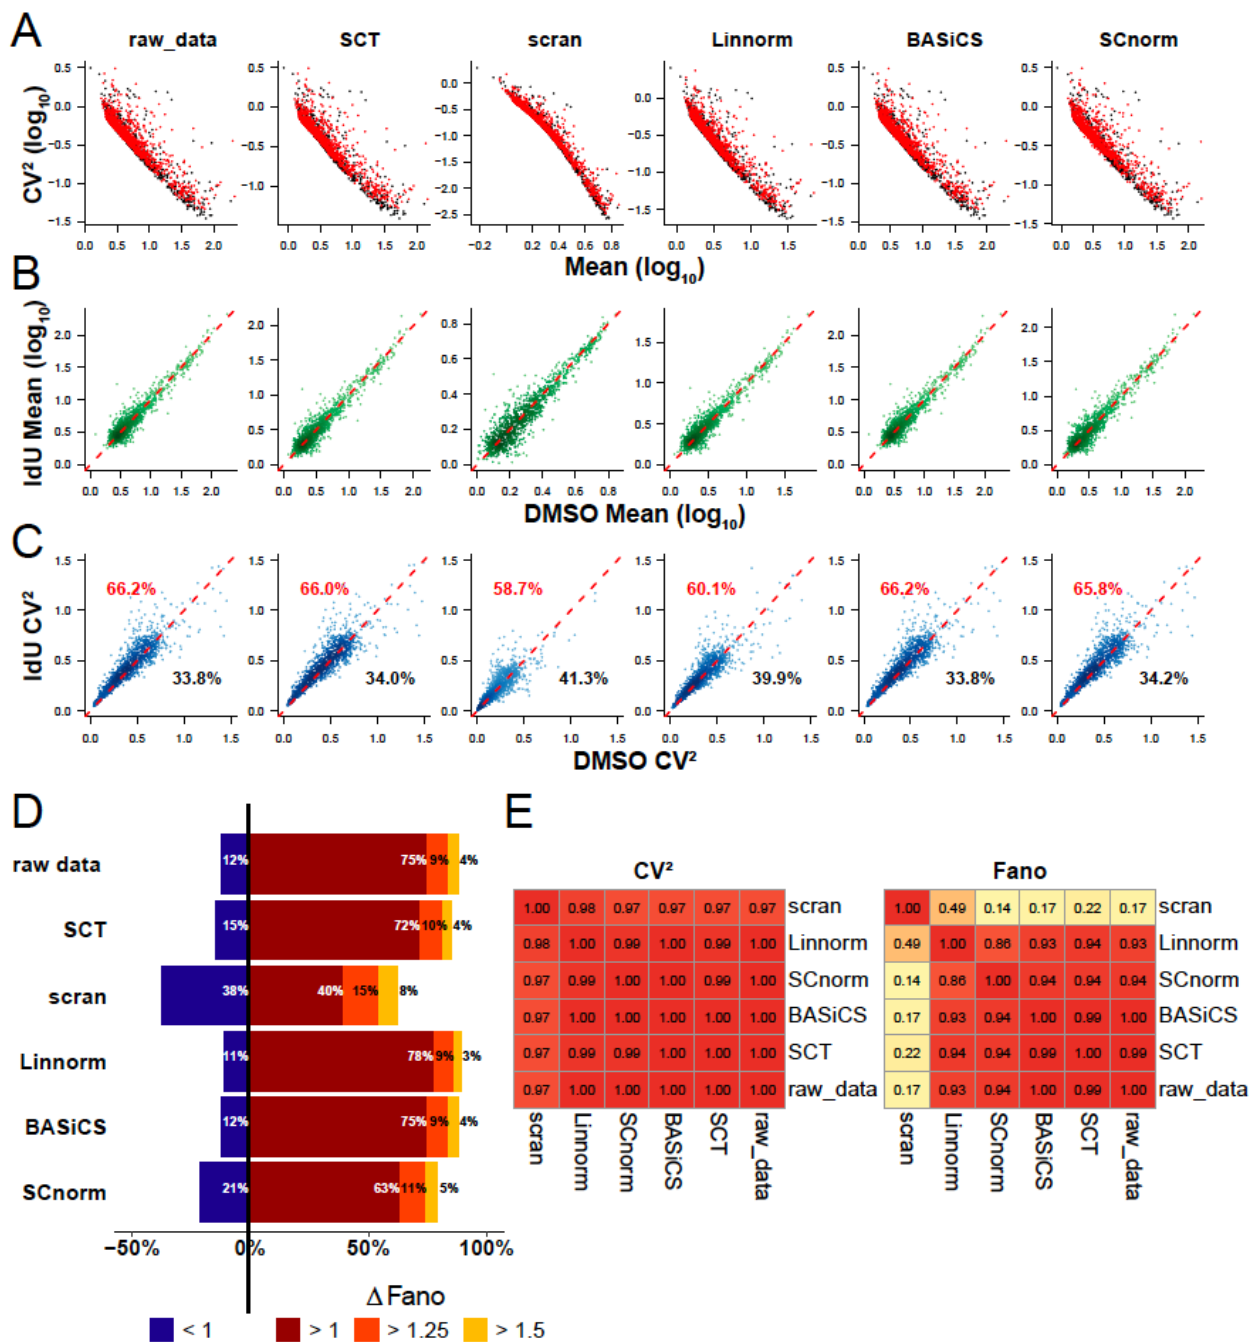

Figure S4

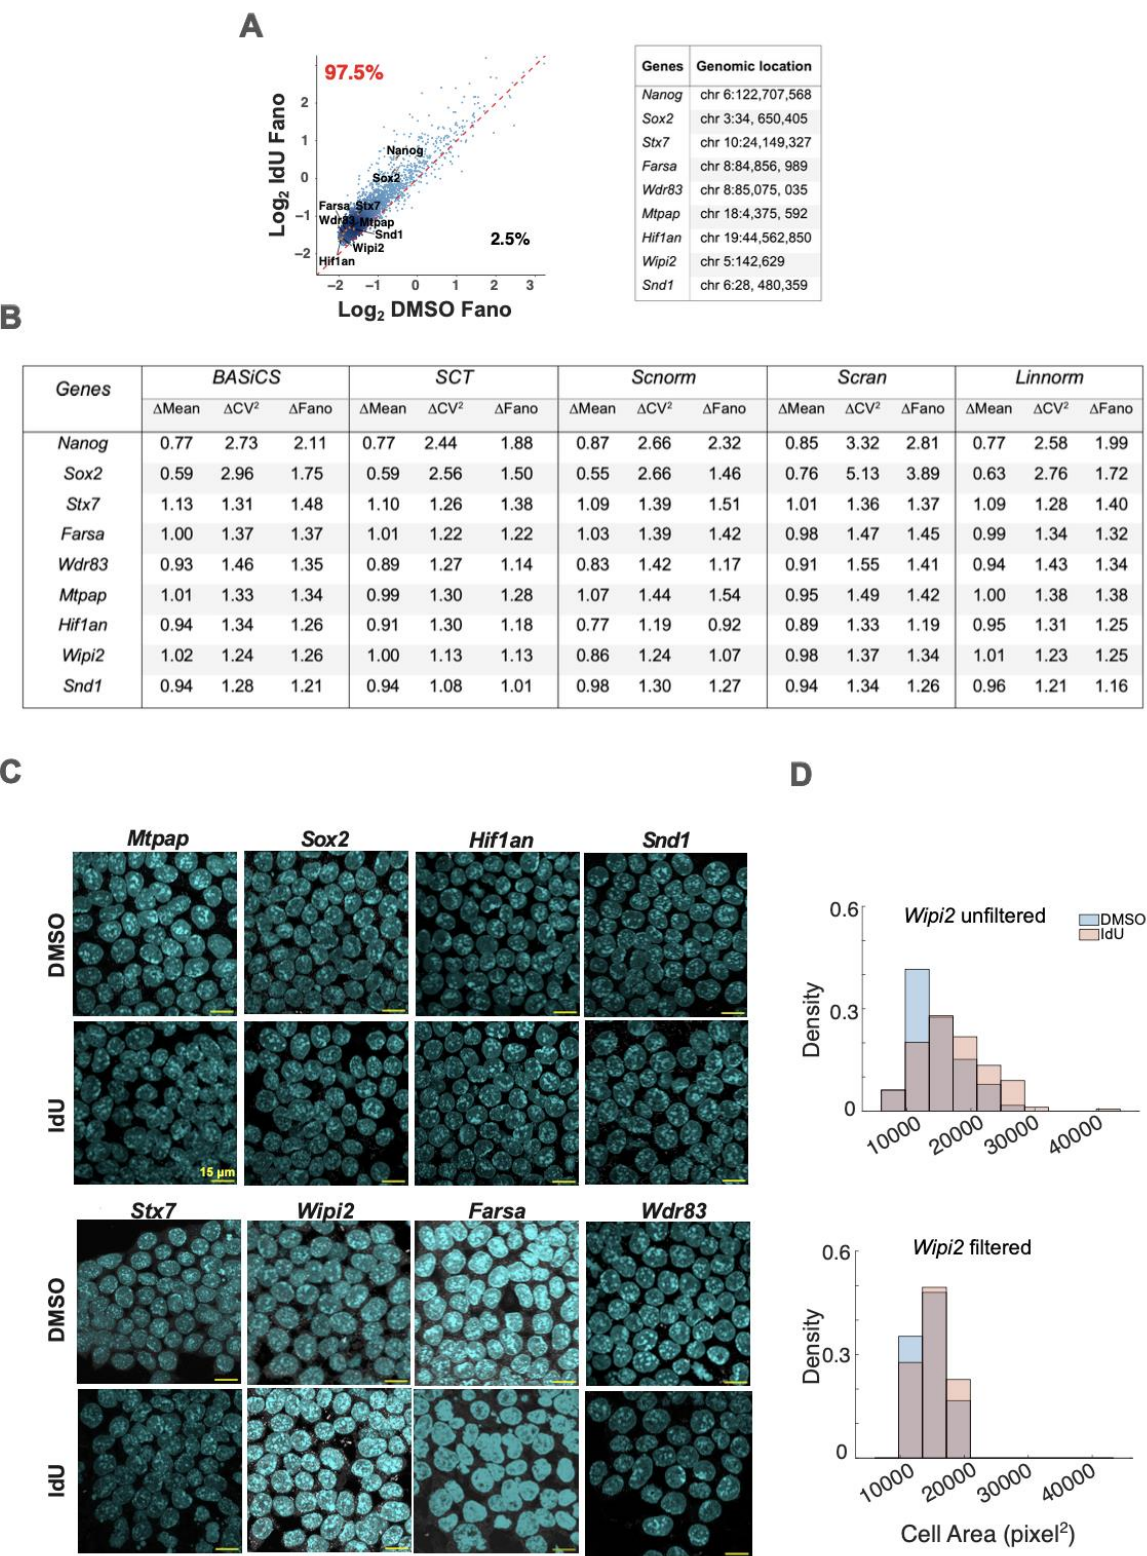

Figure S5

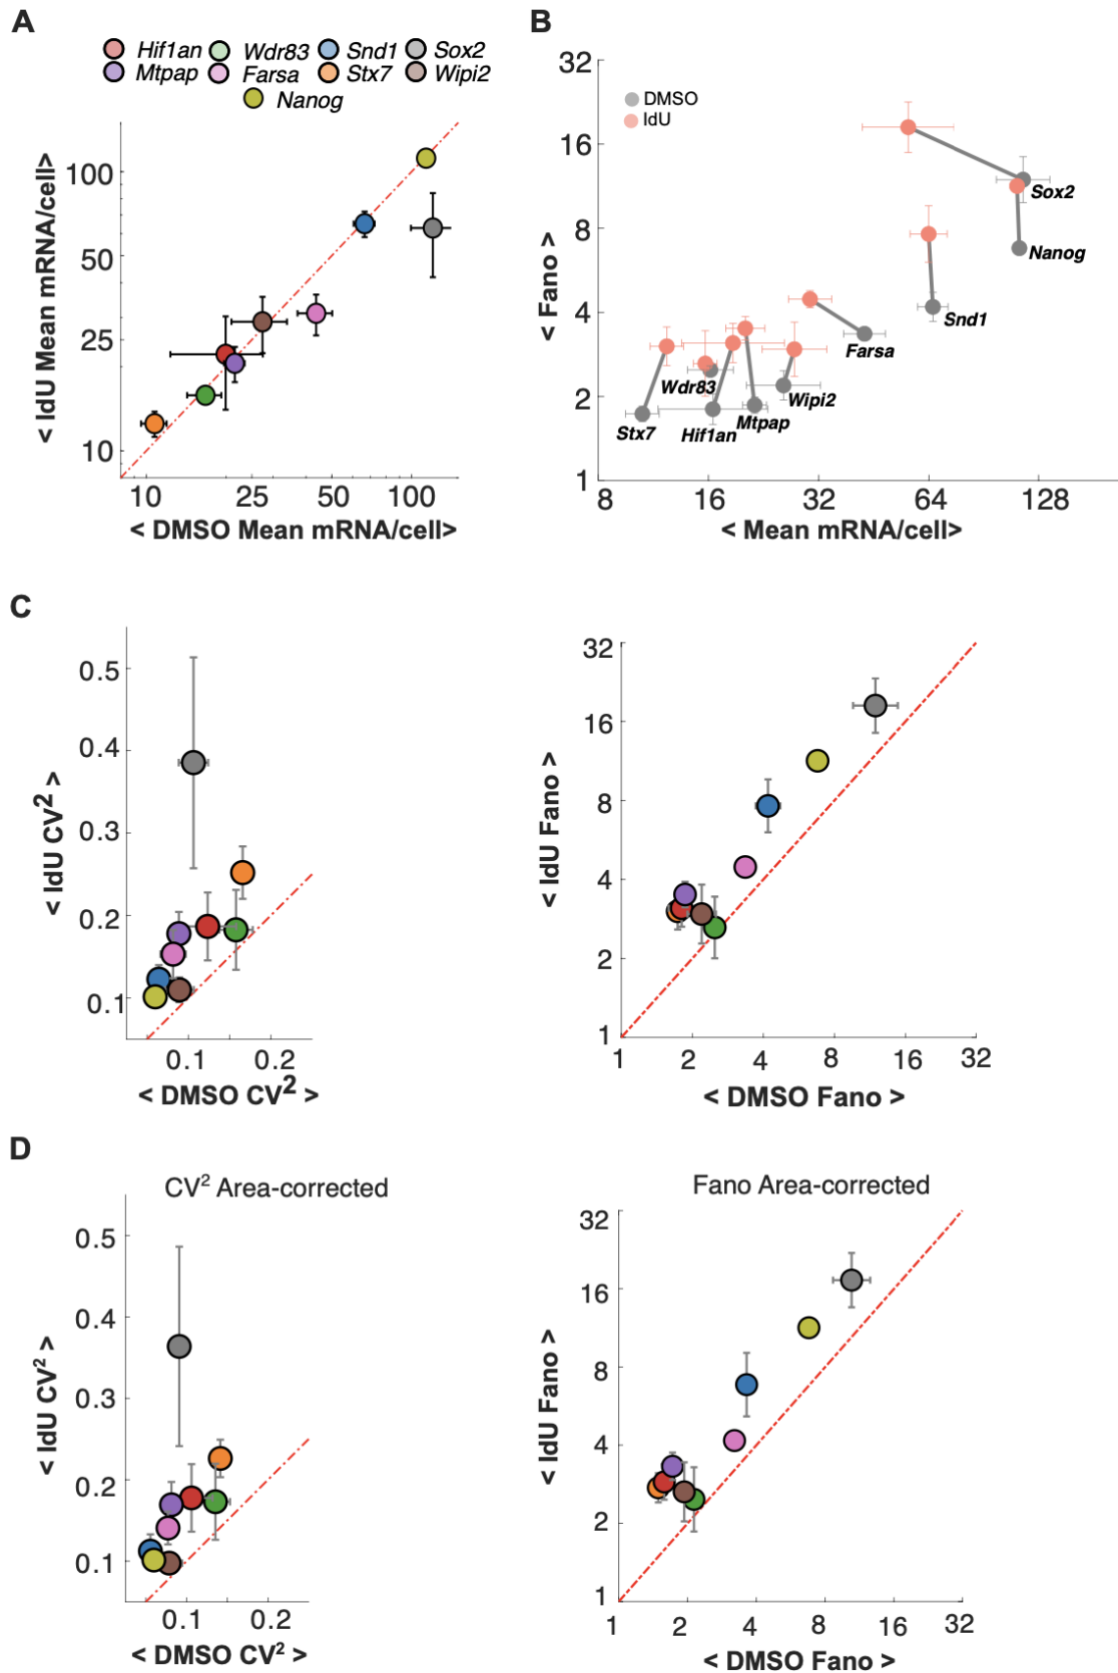

Figure S6

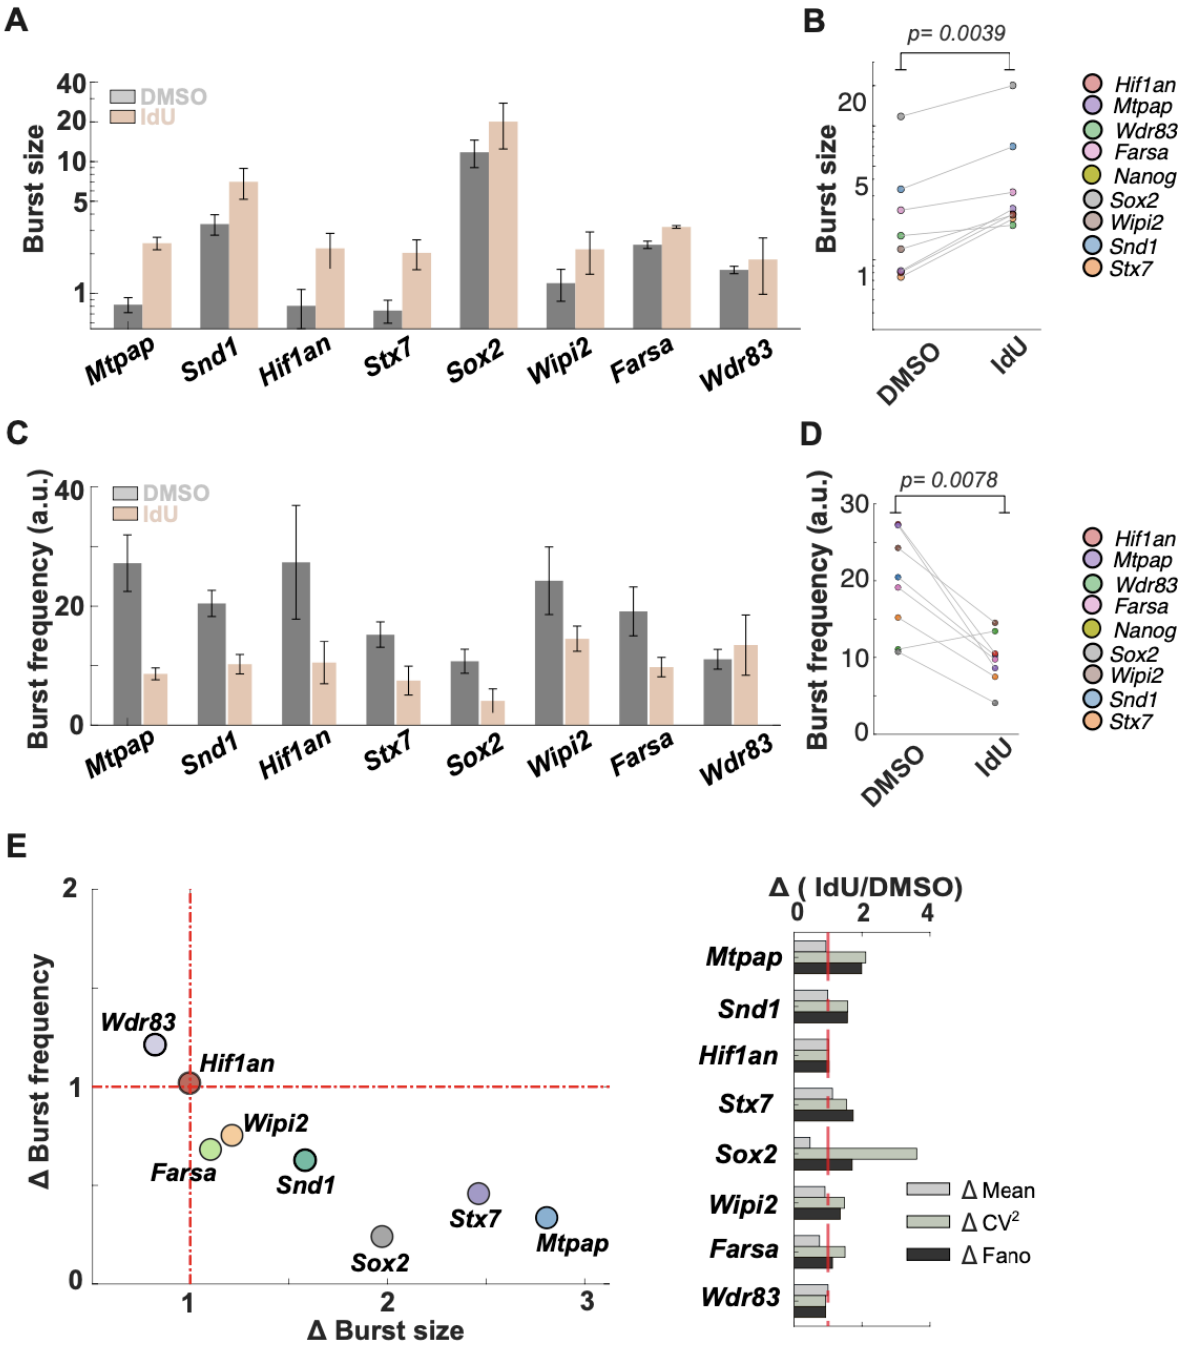

**Supplement:** Document S1. Figures S1–S6

# Supplementary material for: Single-cell RNA sequencing algorithms underestimate changes in transcriptional noise compared to single-molecule RNA imaging
**Source:** Cell Rep Methods. 2024 Dec 10;4(12):100933. doi: 10.1016/j.crmeth.2024.100933

# Single-cell RNA sequencing algorithms underestimate changes in transcriptional noise compared to single-molecule RNA imaging

## Graphical abstract

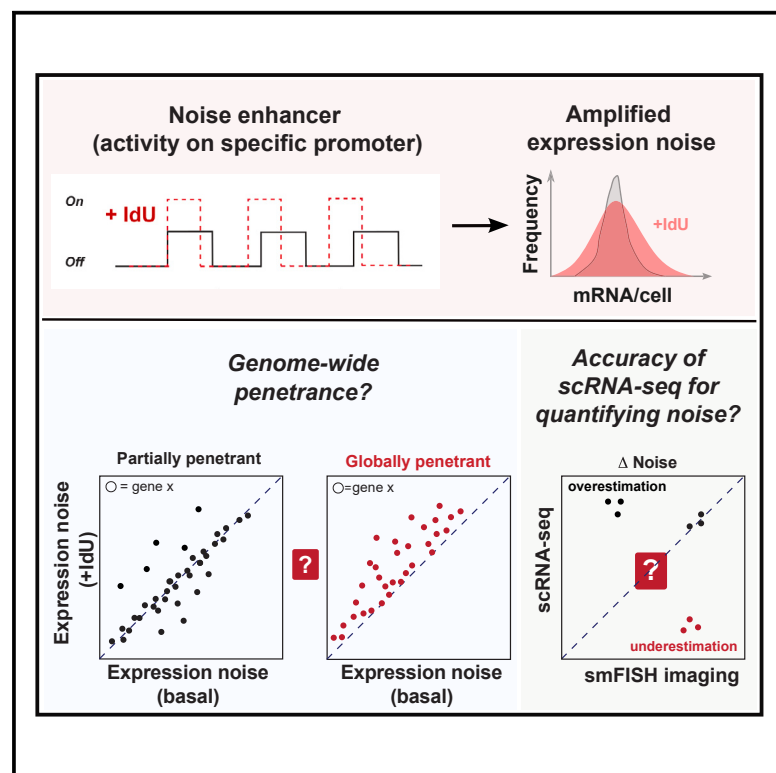

## Authors

Neha Khetan, Binyamin Zuckerman, Giuliana P. Calia, Xinyue Chen, Ximena Garcia Arceo, Leor S. Weinberger

## In brief

Khetan et al. analyze changes in transcriptional noise after perturbation with a molecule (IdU) that orthogonally amplifies noise (i.e., without altering mean expression). They find that IdU amplifies noise in a globally penetrant manner, but commonly used scRNA-seq algorithms underestimate the fold change in noise amplification compared to single-molecule FISH (smFISH) imaging.

## Highlights

- scRNA-seq validates that IdU orthogonally amplifies transcriptome-wide noise
- smFISH validates IdU-induced noise amplification for most genes
- scRNA-seq algorithms underestimate the fold change in noise compared to smFISH
- The underestimation of changes in noise holds even after extrinsic factor corrections

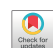

## Resource

# Single-cell RNA sequencing algorithms underestimate changes in transcriptional noise compared to single-molecule RNA imaging

Neha Khetan,<sup>1,7</sup> Binyamin Zuckerman,<sup>1,7</sup> Giuliana P. Calia,<sup>1,6,7</sup> Xinyue Chen,<sup>1</sup> Ximena Garcia Arceo,<sup>1</sup> and Leor S. Weinberger<sup>1,2,3,4,5,8,\*</sup>

<sup>7</sup>These authors contributed equally

<https://doi.org/10.1016/j.crmeth.2024.100933>

**MOTIVATION** Cell-to-cell variability in isogenic populations is predominantly attributed to the stochastic fluctuations (i.e., noise) in transcription. However, the quantification of this noise, particularly on a genome-wide scale, remains an open question. To address this general question, we utilize a small-molecule perturbation reported to amplify transcriptional noise and assess numerous single-cell RNA sequencing (scRNA-seq) algorithms for their ability to quantify noise amplification while also comparing the results to noise quantification from single-molecule RNA fluorescence *in situ* hybridization (smFISH) imaging. In this way, we seek to address whether 5'-iodo-2'-deoxyuridine (IdU) amplifies noise in a globally or partially penetrant manner and what scRNA-seq algorithm is most appropriate for quantifying transcriptional noise.

## SUMMARY

Stochastic fluctuations (noise) in transcription generate substantial cell-to-cell variability. However, how best to quantify genome-wide noise remains unclear. Here, we utilize a small-molecule perturbation (5'-iodo-2'-deoxyuridine [IdU]) to amplify noise and assess noise quantification from numerous single-cell RNA sequencing (scRNA-seq) algorithms on human and mouse datasets and then compare it to noise quantification from single-molecule RNA fluorescence *in situ* hybridization (smFISH) for a panel of representative genes. We find that various scRNA-seq analyses report amplified noise—without altered mean expression levels—for ~90% of genes and that smFISH analysis verifies noise amplification for the vast majority of tested genes. Collectively, the analyses suggest that most scRNA-seq algorithms (including a simple normalization approach) are appropriate for quantifying noise, although all algorithms appear to systematically underestimate noise changes compared to smFISH. For practical purposes, this analysis further argues that IdU noise enhancement is globally penetrant—i.e., homeostatically increasing noise without altering mean expression levels—and could enable investigations of the physiological impacts of transcriptional noise.

## INTRODUCTION

Cell-to-cell variability is an unavoidable consequence of the biochemical processes occurring in individual cells<sup>1</sup> and has been implicated in cell-fate specification decisions ranging from HIV latency to cancer.<sup>2–4</sup> While a portion of cell-to-cell variability arises from extrinsic factors (e.g., cell size, cycle phase, or micro-environment), a substantial body of literature has demonstrated

that, in isogenic populations of cells—particularly mammalian cells—a large fraction of the variability originates from intrinsic sources, such as stochastic fluctuations (noise) in transcription.<sup>5,6</sup> These intrinsic stochastic fluctuations can be quantitatively accounted by gene expression “toggling” between active and inactive states, which produces episodic “bursts” of transcription, and a theoretical formalism commonly known as the two-state or random-telegraph model of gene expression is often used to

fit these expression bursts.<sup>7–10</sup> Notably, transcriptional bursts are known to transmit to the protein level, and expression noise is often amplified by nuclear export and mRNA processing in the cytoplasm.<sup>11,12</sup> Ultimately, these transcriptional bursts generate a substantial fraction of the measured noise<sup>13,14</sup> and influence cell-fate specification decisions.

Nevertheless, measurements of transcriptional noise, particularly on a genome-wide scale, face several technical challenges. Specifically, how best to quantify noise across the transcriptome remains an open question, in part because there are no established methods to perturb noise across the transcriptome, which would be critical to benchmark noise measurement approaches. Unfortunately, perturbing expression noise without altering the mean expression level (i.e., orthogonal perturbation) has been challenging since, for most physical processes, the noise and mean levels are inherently linked. Intuitively, the reason for this linkage is that cellular processes, at their most fundamental level, are molecular birth-death processes, and such birth-death processes are Poissonian (or often super-Poissonian), where the variance ( $\sigma^2$ ) necessarily equals the mean ( $\mu$ ) (i.e., as  $\mu$  changes, so does  $\sigma^2$ )—notably, the two-state model is an extension of the simple birth-death processes and generates super-Poisson distributions,<sup>11,12,14</sup> where the mean and noise remain tightly correlated but the variance is always greater than the mean ( $\sigma^2 > \mu$ ). Ultimately, the practical outcome of this intrinsic linkage is that the common metric for quantifying expression noise, the coefficient of variation (CV; which is the standard deviation normalized by the mean:  $\sigma/\mu$ ), necessarily decreases as the mean increases ( $CV \propto 1/\mu$ ).<sup>15</sup> Consequently, in some cases, the normalized variance, or the Fano factor ( $\sigma^2/\mu$ ), can be used to compare noise for processes with different mean values, as the Fano factor does not scale with the mean.<sup>16,17</sup> Regardless, perturbations that orthogonally modulate noise without changing the mean remain a challenge.

Historically, a mechanism for breaking the  $1/\mu$  dependence of CV and orthogonally modulating noise is via specific autoregulatory architectures (e.g., feedback and feedforward).<sup>12,18</sup> However, more recently, small molecules called “noise enhancers” were found to generate increased expression noise without altering the mean expression level<sup>19</sup> by a process known as homeostatic noise amplification<sup>20</sup>—a notable contrast to transcriptional activators, which increase mean expression levels. We reported the molecular mechanism for one particular class of noise-enhancer molecule, pyrimidine-base analogs such as 5'-iodo-2'-deoxyuridine (IdU), and used single-cell RNA sequencing (scRNA-seq) to show that IdU increases noise across the transcriptome. Unfortunately, scRNA-seq, despite its utility in measuring genome-wide expression, suffers from well-established issues of technical noise<sup>21,22</sup> due to small inputs of RNA, varying sequencing depth, amplification bias, dropouts, and differences in capture ability<sup>21,22</sup> that could obscure the quantification of IdU penetrance and IdU-mediated degrees of noise enhancement.

Several algorithms and analysis pipelines have been developed to address the challenges of scRNA-seq analysis.<sup>23–25</sup> These algorithms include approaches to minimize biases from data transformation, varying sequencing depth and dropouts and incorporating methods to accurately delineate between technical and biological noise. However, in general, there is no

consensus on the appropriate pipeline to quantify transcriptional noise, and the choice of algorithm often depends on the biological system being studied and the specific scientific question being addressed.

Here, we set out to determine which scRNA-seq pipelines were appropriate for quantifying transcriptional noise using the noise-enhancer molecule IdU<sup>20</sup> as a noise perturbation. Specifically, we also set out to determine if IdU acted as a globally or partially penetrant noise-enhancer molecule. We examined multiple scRNA-seq algorithms using a mouse embryonic stem cell (mESC) dataset with and without IdU treatment, where each algorithm can account for experimental and sampling biases and is intended to minimize extrinsic and technical noise.<sup>26</sup> Each algorithm identified a different proportion of the genes exhibiting amplified noise as well as differences in the magnitude of noise amplification. A follow-up scRNA-seq profiling of human Jurkat T lymphocytes confirmed that IdU-mediated noise amplification is not restricted to the specific biology of mESCs. To validate scRNA-seq measurements, we then employed single-molecule RNA fluorescence *in situ* hybridization (smFISH)—the gold standard for mRNA quantification due to its high sensitivity for mRNA detection<sup>27</sup>—to probe a panel of genes from across the transcriptome that span a wide array of expression levels and represent a range of cellular functions. Collectively, these analyses indicate that IdU amplifies the noise of most genes (globally penetrant) and could, in principle, be a candidate to probe the physiological roles of expression noise for diverse genes of interest.

## RESULTS

### Alternate scRNA-seq algorithms generate differing profiles of expression noise, indicating noise amplification ( $\Delta\text{Fano} > 1$ ) for ~90% of expressed genes

To examine how different scRNA-seq normalization methods influence the quantification of IdU-mediated noise amplification, we employed commonly used algorithms to analyze scRNA-seq data from IdU-treated versus DMSO-treated (control) mESCs.<sup>20</sup> This high-quality dataset consists of a few hundred deeply sequenced cells (>60% sequencing saturation) and allows reliable noise quantification even for moderately expressed genes. Yet, this experimental design is prone to technical noise, stemming from varying sequencing depths and the absence of biological replicates, which could compromise the evaluation of the actual IdU-mediated transcriptional noise amplification. To obtain a more rigorous measurement of noise enhancement penetrance, we compared noise quantification from a simple normalization approach, i.e., normalized by sequencing depth (described in [STAR Methods](#), and referred to here as a raw method) to the five established scRNA-seq algorithms ([Figure 1](#)): SCTransform,<sup>28</sup> *scan*,<sup>29</sup> Linnorm,<sup>30</sup> BASiCS,<sup>31,32</sup> and SCnorm.<sup>33</sup> SCTransform is a commonly used normalization method that employs a negative binomial model, including regularization and variance stabilization steps, while *scan* estimates cell-specific size factors for normalization by deconvolving pooled expression data from groups of cells. Linnorm utilizes homogeneously expressed genes to estimate factors for transformation followed by variance stabilization.

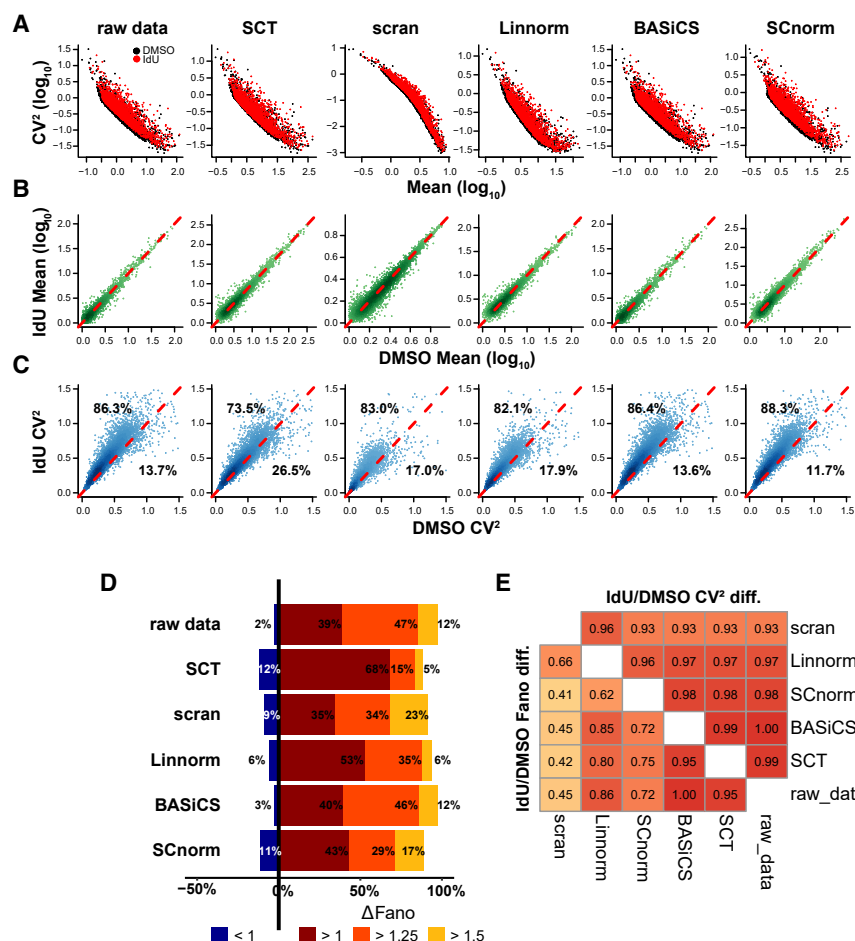

**Figure 1. Common scRNA-seq normalization algorithms generate different quantifications of mRNA noise**

(A) scRNA-seq analysis of CV<sup>2</sup>-versus-mean for 4,456 transcripts in mESCs treated with IdU (red) or DMSO control (black) as analyzed by commonly used normalization algorithms: SCTransform (“SCT”), scran, Linnorm, BASiCS, or SCnorm.

(B) Mean expression for each of the 4,456 transcripts in the presence and absence of IdU using each normalization algorithm; none of the normalizations algorithms generate substantial changes in mean expression for IdU-treated cells.

(C) CV<sup>2</sup> for each transcript in the presence and absence of IdU using each normalization algorithm; different algorithms generate substantially different fractions of transcripts with amplified noise, ranging from ~70% of transcripts with amplified noise (SCT) to ~88% of transcripts with amplified noise (SCnorm).

(D) Quantification showing percentages of transcripts with indicated Fano factor fold changes between IdU-treated and control cells.

(E) Pearson correlation coefficients between fold changes in noise metrics between IdU-treated and control cells. Shown are correlations between the indicated methods quantifying fold changes in CV<sup>2</sup> (top right heatmap) and Fano (bottom left heatmap). See also Figure S1.

SCnorm groups genes based on count-depth relationships and uses quantile regression to generate normalization factors, while BASiCS employs a hierarchical Bayesian framework to simultaneously estimate model parameters for normalization factors, technical noise, and both Poissonian and super-Poissonian noise explicitly.

Despite their substantially different technical schemes, analysis with each of these normalizations indicated that IdU induces a substantial amplification of noise (CV<sup>2</sup>) for most expressed genes (Figure 1A; Wilcoxon rank-sum test for CV<sup>2</sup>:  $p < 10^{-17}$  for all methods). The IdU-induced noise amplification appeared to be homeostatic (Figure 1B), with mean expression levels largely unchanged by IdU under all algorithms (Wilcoxon rank-sum test for mean values:  $p > 0.02$  for SCnorm and scran and  $p > 0.1$  for SCTransform, Linnorm, and BASiCS). However, each algorithm calculated a somewhat different percentage of expressed genes with increased CV<sup>2</sup>, ranging from 73% to 88% of genes exhibiting increased noise (Figure 1C). Quantification of noise by analysis of the normalized variance (i.e., Fano factor), which, in principle, eliminates the scaling dependence on mean expression level, showed a similar profile (Figure 1D; Wilcoxon rank-sum test for Fano:  $p < 10^{-70}$  for all methods). While every algorithm showed that a majority of expressed

genes exhibit amplified noise by the Fano factor, each calculated a different penetrance (i.e., percentage of noise-amplified genes), and there were substantial differences in the magnitude of noise amplification among those transcripts with amplified noise.

Notably, the analysis further confirmed that BASiCS yielded minimal data transformation when compared to the other algorithms (Figures S1 and S2). As a negative control, the DMSO-treated samples were randomly split into two subpopulations and the noise metrics of both groups compared, and no significant global change in CV<sup>2</sup> or Fano factor between the two randomly split groups was found (Figures S2A and S2B).

To explore the effect of IdU on transcriptional noise in a different biological context and under a different experimental setup, a separate scRNA-seq profiling ±IdU was performed on a second cell line: human Jurkat T lymphocytes. The Jurkat cell line (a suspension cell line) is more homogeneous than adherent stem cells<sup>11</sup> and exhibits a cell cycle time of about 24 h,<sup>34</sup> which is 2–3× longer than mESCs.<sup>35</sup> IdU treatment duration and concentration were modified for Jurkat cells to account for the longer cell-doubling time and altered sensitivity of Jurkat cells to IdU compared to mESCs, as determined by viability analysis under varying IdU doses (data not shown). Two biological replicates of Jurkat cells, each treated with DMSO or 20 μM IdU for 48 h, were profiled by moderate-depth scRNA-seq, and a comparison between the replicates confirmed that noise quantification by all algorithms is highly reproducible (Figure S2C) and that the batch-effect contribution to noise is negligible (Figure S2D).

In this Jurkat scRNA-seq dataset, sequencing depth bias was minimized and largely eliminated, as all samples and replicates exhibited highly uniform coverage as estimated by unique molecular identifier (UMI) counts per sample (Figure S2E). Analysis with the different normalization methods indicated a consistent increase in noise metrics despite a lower fraction of affected genes compared to mESCs (Figure S3). Overall, these results confirm that IdU enhances noise in diverse human and mouse cell types and that the extent of noise generated depends (at least partly) on the cell division rates (though other possible mechanisms may account for this difference; see discussion).

### RNA quantification by smFISH indicates widespread penetrance of IdU-induced noise amplification

To directly quantify RNA levels in individual cells using a non-sequencing-based approach, we employed smFISH, a well-established imaging method to assess noise and the gold standard for quantitative assessment of mRNA expression.<sup>36</sup> While smFISH enables the quantification of mRNA abundance in individual cells, it is a relatively low-throughput method requiring distinct fluorescent probes and image quantification for each transcript species of interest. Consequently, to generate a representative view of overall transcription using smFISH, we selected a panel of eight genes (Figures S4A and S4B) that satisfied three criteria: (1) displayed the greatest difference in noise amplification as calculated by the different RNA-seq algorithms (Figure S4B), (2) spanned a wide range of gene expression levels (i.e., across 2 logs) and genome locations (Figure S4A),<sup>37</sup> and (3) were compatible with an smFISH probe design (i.e., a minimum of 30 probes were predicted to hybridize to the transcript; see Data S3). We also included previously reported smFISH data<sup>20</sup> from a ninth gene, *Nanog*, to benchmark the smFISH analysis for the effect of IdU-induced amplification of noise. smFISH probe sets for each gene in the panel were generated, cells were imaged in the presence/absence of IdU, and images (Figures 2A and S4C) were segmented and analyzed using FishQuant<sup>38</sup> to obtain per-cell mRNA counts.

Despite previous observations that IdU-mediated noise amplification is largely independent of cell cycle phase,<sup>20</sup> we nevertheless accounted for potential contributions from the cell cycle. This analysis is based on an established body of literature that cell size is a surrogate for cell cycle phase,<sup>11,20,39</sup> and we filtered out extrinsic noise by restricting the analysis to cells of similar size (Figure S4D). At least three biological replicates were imaged to quantify per-cell mRNA abundance for each gene and condition, with at least 50 cells used after cell-size-based extrinsic noise filtering (Figure 2B). This analysis revealed significantly greater variance and CV<sup>2</sup> in mRNA levels in IdU-treated samples compared to controls for most genes, while the change in mean expression was insignificant (Figures 2C, 2D, and S5A). A direct comparison of mRNA CV<sup>2</sup> values showed significant noise amplification for all the genes in the representative panel without substantial changes in the mean (Figures 2D and S5A), in agreement with the scRNA-seq analysis. Notably, *Sox2* and *Farsa* appeared to be exceptions, exhibiting decreases in mean expression (see discussion).

To ensure that noise amplification, as reported by CV<sup>2</sup>, could not be explained by changes in mean expression, we also

analyzed the Fano factor calculated from the smFISH data (Figures 2E, 2F, and S5B). The absolute Fano factor was >1 for all genes, even in the DMSO-treated controls, indicating the gene expression of the selected genes was inherently bursty (Figure S5B), consistent with previous scRNA-seq and smFISH analyses of mESCs.<sup>20,40</sup> Moreover, Fano factor analysis verified that all genes in the panel exhibited significant IdU-induced amplification of noise (Figure 2E). The greatest IdU-mediated noise amplifications (i.e., fold change or  $\Delta$  in the Fano factor) were for *Mtpap*, *Hif1an*, *Snd1*, *Stx7*, *Nanog*, and *Sox2* ( $\Delta$ Fano factor > 1.5), whereas *Farsa* and *Wdr83* exhibited smaller noise amplifications (Figure 2F).

To address the possibility of over-estimation in the noise metrics due to the variation in cell size, even after filtering for extrinsic noise, we computed corrected noise metrics based on an established linear regression analysis.<sup>39</sup> This analysis indicates no appreciable differences in the noise estimates (Figures S5C and S5D), confirming a lack of cell-size dependence after extrinsic noise filtering, in contrast to a recent study.<sup>41</sup>

To further verify IdU-mediated noise amplification, we tested if the mechanistic underpinnings<sup>19</sup> of homeostatic noise amplification were satisfied. Theory predicts that homeostatic noise amplification (i.e., changing the noise without altering the mean level) requires reciprocal changes in at least two transcriptional bursting parameters,<sup>19</sup> e.g., a decrease in transcriptional burst frequency coupled with a corresponding but reciprocal increase in transcriptional burst size such that the mean number of transcripts remains unchanged. Specifically, the two-state random telegraph model could fit mESC smFISH data, but to account for IdU-mediated noise amplification, the inclusion of an additional “off” state in the model coupled with a feedforward gain was required.<sup>20</sup> Here, based on established literature,<sup>6,40</sup> we first inferred the effective burst size and frequency by fitting the mRNA distributions to a negative binomial distribution (Figures 2G, S6A, and S6C) and then quantified the relative IdU-mediated change in noise—importantly, the negative binomial fitting approach does not explicitly account for underlying molecular mechanisms such as the additional off state or feedforward gain. The fitting further shows a reciprocal relationship between the fold change in burst size and frequency (Figure 2G) in agreement with the model of homeostatic noise amplification. The one exception was *Wdr83*, which showed a different pattern of burst size and frequency and is discussed below.

Overall, these smFISH data further validate the scRNA-seq analysis of transcriptional noise and support that IdU generates a highly penetrant homeostatic amplification of transcriptional noise for 8 out of 9 genes in this panel of genes selected from diverse expression profiles and locations in the genome.

## DISCUSSION

This study set out to determine (1) generally which scRNA-seq algorithm was most appropriate for quantifying transcriptional noise using the noise-amplifying molecule IdU<sup>20</sup> as a perturbation and (2) specifically if the IdU noise-enhancer molecule acts in a globally penetrant manner.

Analysis of scRNA-seq data using different algorithms indicated that the amplification of noise by IdU is globally penetrant

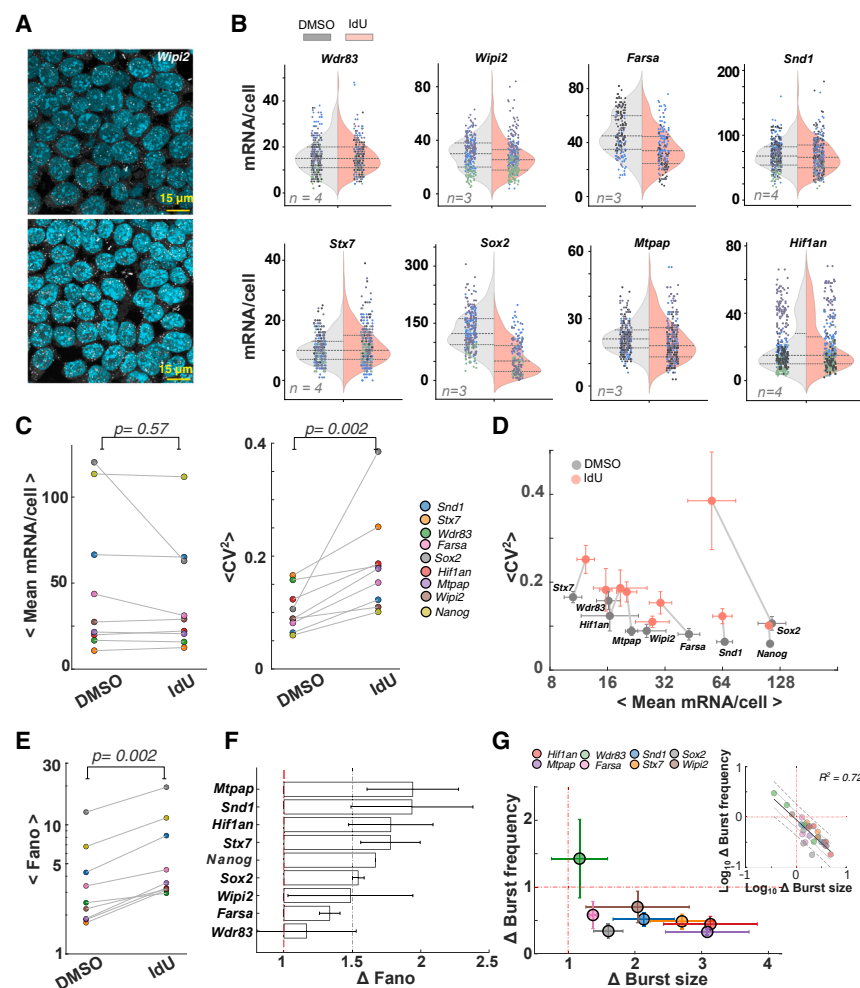

**Figure 2. smFISH verification of noise amplification**

(A) Representative smFISH images of *Wipi2* transcripts (white dots) in mESCs treated with DMSO (control, top) or IdU (treated, bottom), with DAPI-stained nuclei (blue). Scale bar: 15  $\mu$ m. See also Figure S4D.

(B) Distribution of mRNA abundance per cell from all replicates in DMSO- (gray) and IdU- (red)-treated samples. Colors in scatter correspond to replicates ( $n$ : number of replicates). Dashed lines represent median and first and third quartiles of mRNA distribution.

(C) IdU-induced changes in gene expression quantified as mean mRNA/cell ( $\mu$ ) and increase in noise as mean  $CV^2$  ( $\sigma^2/\mu^2$ ) suggest statistical insignificance and significance, respectively, using the paired Wilcoxon signed-rank test on the means across replicates. Colors represent genes.

(D)  $CV^2$ -versus-mean mRNA abundance per cell for each gene is represented. DMSO (gray circles) and IdU (red circles). Error bars indicate  $\pm$  SEM.

(E) Increase in Fano factor (FF i.e.,  $\sigma^2/\mu$ ) in IdU-treated cell population is statistically significant from the untreated DMSO populations, inferred from paired, one-sided Wilcoxon signed-rank test. See also Figure S5.

(F) IdU/DMSO (i.e., fold change, as  $\Delta$ ) in Fano factor (i.e., FF IdU/FF DMSO) across the genes is plotted. Red lines are a guide for the eyes for the axis of no change. See also Figure S5.

(G) The  $\Delta$  in IdU- to DMSO-treated samples for burst frequency and burst size are plotted, as estimated from the fits to the negative binomial distribution. Error bars correspond to the SEM. Red lines are a guide for the eyes for the axis of no change. See also Figure S6. Inset: the log-transformed  $\Delta$  (i.e., IdU/DMSO) in burst frequency and burst size are plotted for each gene from each replicate. Colors indicate genes. Solid black line indicates the fit to the linear regression with standard error of estimates (dashed and dotted lines for 2 and 1, respectively).

and likely not an artifact of a particular scRNA-seq analysis algorithm. However, the scRNA-seq analysis also indicated that scRNA-seq algorithms generate variable genome-wide noise profiles (Figure 1), with each algorithm suggesting a quantitatively different percentage of penetrance. A second scRNA-seq analysis in Jurkat cells (Figure S3) was consistent with IdU acting as a global noise enhancer, independent of the specific biological context. To validate the scRNA-seq noise analysis, we next used smFISH to examine a panel of genes that exhibited high sensitivity to individual scRNA-seq algorithms and represented both high- and low-expressing genes. smFISH analysis revealed that IdU increased transcriptional noise for 8 out of 9 genes (Figure 2). Overall, the results indicate that most published scRNA-seq algorithms were fairly accurate for the analysis of gene expression noise compared to the smFISH direct measurement (Figures 3A and 3B). Notably, the estimates from the raw method are similar to those from the other algorithms, although all the methods tend to systematically underestimate the fold change in noise metrics compared to smFISH.

While we do not fully understand why scRNA-seq algorithms appear to underestimate the amplification in transcriptional noise compared to smFISH, it seems unlikely that the underestimation is simply due to a normalization factor (i.e., a scalar value) given that this study compares *changes* in noise between the two approaches. It is possible that non-linear data transformations could account for the differences between scRNA-seq and smFISH, but such transformations would likely make 1:1 comparison in the fold change nontrivial. Further, we note that smFISH measures mRNA transcripts directly, while we cannot eliminate potential confounding differences due to technical and methodological factors in scRNA-seq—i.e., UMI counts/cell, a proxy for mRNA abundance in scRNA-seq, could generate confounding effects independently for the estimated mRNA abundance in control versus treated cases. Specifically, scRNA-seq data and smFISH data are on substantially different scales, where smFISH values are discrete counts, while scRNA-seq values are continuous relative counts with values that are orders of magnitude lower than smFISH. We also note that our

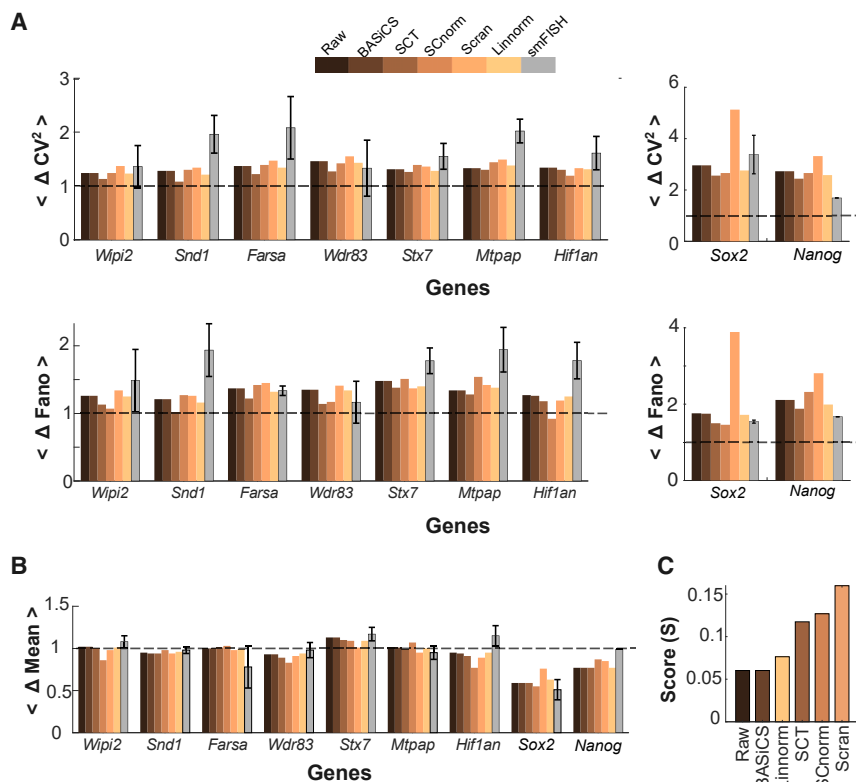

**Figure 3. Comparison of noise amplification between smFISH and scRNA-seq**

(A and B) The fold change ( $\Delta$ ) in (A) noise metrics and (B) mean obtained from different scRNA-seq algorithms is compared to the estimates from measured smFISH across the panel of selected genes.

(C) Bar plot depicts the score (S), comparing the performance of each scRNA-seq method to the FISH based on the deviation for the three metrics (described in the STAR Methods section).

smFISH analysis rigorously accounts for extrinsic noise factors, while not all of the scRNA-seq algorithms do so, indicating that the underestimation reported is likely a lower bound. Future studies will focus on determining the underlying reasons for this underestimation of changes in noise by scRNA-seq compared to smFISH.

However, a combined score based on the minimal deviation from the smFISH estimates suggest that raw and BASiCS perform relatively better among all the other algorithms tested (Figure 3C). In BASiCS, the fold change in mean,  $CV^2$ , and Fano were directly estimated from normalized counts (using the normalization parameter obtained from the Markov chain Monte Carlo [MCMC] fits) and resulted in minimal data transformation (Figure S1). Additionally, unlike the normalizations in Figure 1, MCMC fits estimate model parameters, including normalization parameters, without transforming the counts and simultaneously provide robust estimates for all the model parameters, including overdispersion—a gene-specific parameter for biological noise that describes non-Poissonian noise after accounting for technical noise and is analogous to  $CV^2$ —which indicates that ~84% of the genes exhibit a fold increase in biological noise upon IdU perturbation and is comparable to the direct  $CV^2$  analysis (Figure 1A) which showed ~86% of genes increased noise. Further, the variance decomposition indicates that ~26% and ~75% of the total genes show IdU-induced amplification for Poissonian and super-Poissonian components, respectively, while only ~3% exhibited an increase in both. Overall, this study suggests that direct estimates of noise, along

with BASiCS metrics such as overdispersion, residual variability, and variance decomposition, provide an accurate quantification of transcriptional noise and insights into the phenomenology underlying the gene expression variability. Future studies will focus on determining the metrics that best capture and provide 1:1 comparison between the different absolute mRNA quantification techniques and estimation of the transcriptional noise in physiological contexts.

The Jurkat scRNA-seq analysis of noise (Figure S3D) is generally consistent with previous smFISH analyses in Jurkat cells indicating that 75% of genetic loci have a Fano factor  $> 1^{11}$ , and the two scRNA-seq biological replicates of the Jurkat experiment confirm that the noise difference between IdU and DMSO samples cannot be attributed to technical bias of the single mESC DMSO and IdU samples alone. However, Jurkat cells appear to exhibit a significantly lower extent of noise amplification. Several mechanisms may account for the observed difference. First, slowly dividing cells, such as Jurkat cells, have slower DNA replication rates; thus, IdU incorporation has less of an impact on transcriptional dynamics due to the relatively fast activity of the base excision repair (BER) pathway, through which IdU is removed from the genome. Second, a technical difference between the DMSO- and IdU-treated mESCs is sequencing depth—while the IdU-treated mESCs were sequenced more deeply, they exhibit lower median UMI counts per cell compared to the DMSO-treated cells (Figure S3E), suggesting a possible reduction in cellular total RNA content upon IdU treatment. This reduction suggests the possibility of lower absolute mean RNA levels masked by normalization methods and higher noise stemming from Poisson scaling, which inflates the noise enhancement effect in the mESC dataset. Third, another technical limitation of our Jurkat scRNA-seq data is the moderate sequencing depth (Figure S3E), allowing noise quantification in only ~1,000 genes compared to the ~4,000 genes in mESCs. These ~1,000 genes comprise the highest expression percentile of all expressed genes. It is possible that noise amplification is less efficient for these very abundant transcripts due to higher RNA stability and/or more continuous than bursty transcription.<sup>42</sup> Finally, there is also a possibility that noise amplification in mESCs could

potentially propagate into cell-state alterations in mESCs, which may introduce transcriptional heterogeneity in these pluripotent stem cells and could reflect potential biological changes in some cells<sup>43</sup> (a possibility that may be less likely to occur in terminally differentiated Jurkat cells). However, we feel this possibility is unlikely since these biological changes in mESCs were not previously observed<sup>20</sup> and would likely be reflected by changes in mean expression levels, which were not observed here or previously.<sup>20</sup>

The smFISH replicates, performed on two different microscopes each using different confocal technologies (i.e., spinning disk versus laser scanning), generated similar estimates in the fold change of noise across the panel of genes, which indicates the robustness and lack of bias that emerge from the acquisition differences. The smFISH analysis also allowed the calculation of fold change in burst size and burst frequency for selected genes (Figure 2), and the results were qualitatively comparable to the estimates from our scRNA-seq in an independent recent study using mechanistic models for estimation of the bursting kinetics,<sup>44</sup> with a quantitative match for the intermediate-abundance gene *Mtpap* (i.e.,  $\log_2$  fold change in burst size and frequency in smFISH: 1.5 and  $-1.6$ , while the estimates from the Monod pipeline are 1.3 and  $-1.5$ , respectively). The smFISH data verify that IdU amplifies intrinsic transcriptional noise homeostatically (i.e., without altering the mean expression level) for most genes irrespective of genomic location and expression level.

One technical limitation of this study is that smFISH analysis is necessarily low throughput and limited to the subset of genes for which good probe sets can be designed, which limits the spectrum of measurements and the number of genes that can be analyzed. We attempted to mitigate this by exploring genes from across the expression spectrum (Figures S4A and S4B) and analyzing a substantial number of cells per treatment (i.e., at least  $\sim 50$  cells per condition and replicates after filtering extrinsic noise), and the estimates from replicates are consistent with statistics obtained from pooled datasets (Figure S6E). Thus, the data herein indicate that IdU likely acts as a noise-enhancer molecule for a large fraction of genes irrespective of their mean expression level.

However, the degree of noise amplification varies. A higher fold change in Fano is observed for *Mtpap* and *Hif1an* genes, which are associated with stress and metabolic processes, and *Syndapin* and *Syntaxin7*, involved in endocytosis and vesicular trafficking, respectively. The pluripotency-associated transcription factors, such as *Sox2* and *Nanog*, exhibit intermediate-noise amplification, while the genes associated with translation and autophagy, i.e., *Farsa* and *Wipi2*, and *Wdr83*, which is involved in mRNA processing and functions as a molecular scaffold, exhibit lower-noise amplification. Interestingly, the magnitude of protein noise in yeast cells is higher for the stress- and metabolism-associated proteins and lower for those involved in protein complexes and translation machinery,<sup>13,14</sup> suggesting a potential role of IdU perturbation in investigating the contribution of transcriptional and translational noise. Notably, *Wdr83* is an outlier for its change in noise (Figure 2F), and the estimates of the change in burst size and frequency do fall outside the reciprocal change expected for orthogonal noise amplification (Figure 2G). Considering that IdU increases noise

via BER, a genome-wide surveillance pathway, it may be surprising that any gene fails to exhibit an increase in noise. It is possible that the low-throughput nature of smFISH may have obscured IdU-induced noise amplification, or the variation could be inherent to the gene. When replicates for each gene were pooled, the homeostatic increase in noise was maintained (i.e., increase in both the Fano factor and  $CV^2$  without a significant change in mean) for all genes except *Wdr83*, and the reciprocal relationship between burst size and frequency was also maintained except for *Wdr83* (Figure S6E). However, it should be noted that these population statistics include 200–300 cells per gene/condition and do suffer from some inter-replicate variability. A potential explanation for the *Wdr83* outlier may lay in the mechanism by which BER increases noise via DNA topology changes. Specifically, the BER enzyme AP endonuclease 1 (Apex1) generates DNA supercoiling, which leads to an accumulation of RNA polymerase II; when released, this amplifies transcriptional burst size. Indeed, the IdU noise effect can be phenocopied by topoisomerase inhibitors, which increase DNA supercoiling.<sup>20</sup> Consequently, regions that naturally have increased supercoiling and corresponding high levels of topoisomerase may be less sensitive to changes in topology caused by IdU- and BER-induced supercoiling. It has been previously reported that topologically associated domain (TAD) boundaries are regions that exhibit substantial supercoiling and are enriched in insulator binding protein CTCF<sup>45,46</sup> and that topoisomerase IIB is prevalent at CTCF sites.<sup>47</sup> Intriguingly, *Wdr83* has two relatively unique features among the panel of genes tested: (1) it contains a relatively large CTCF binding region and (2) it is found at a TAD boundary.<sup>45</sup> Together, these two features may be consistent with IdU acting as a topology-dependent global noise-enhancer molecule, as shown by scRNA-seq (Figure 1) and smFISH (Figure 2) analysis.

A second point of interest is the case of *Sox2*. While most genes analyzed exhibited a homeostatic increase in noise—without a substantial change in mean—smFISH revealed that IdU induced a decrease in mean *Sox2* mRNA, though we note that the change in mRNA numbers was less than 2-fold. Notably, IdU did not alter single-cell *Sox2* protein levels in our previous analysis.<sup>20</sup> It is possible that the reported negative feedback regulation of *Sox2*<sup>48</sup> acts to buffer changes at the protein level.

From the practical perspective of quantifying expression noise, this study reveals that common analyses can fail to resolve quantitative changes in intrinsic expression noise, particularly for individual genes. A number of approaches have been proposed to overcome these types of scRNA-seq limitations, including elegant solutions using mathematical modeling methods to address technical variability without compromising the quantification of biological noise,<sup>40</sup> though these can be cumbersome to implement. The analyses herein indicate that it may be advisable to combine high-throughput analyses (e.g., scRNA-seq) with lower-throughput direct quantification (e.g., smFISH) to quantify changes in transcriptional noise for individual genes, as the “ground truth” may lie somewhere in between the results of each analysis. Regardless, both the scRNA-seq and smFISH data argue that IdU appears to be a global noise enhancer that could be leveraged to modulate noise without altering mean expression for the majority of genes.

### Limitations of the study

While all the scRNA-seq algorithms explored in this study indicate that IdU results in genome-wide homeostatic amplification of transcriptional noise, it is limited by a single replicate in mESCs and smaller sequencing depth in the two replicates of Jurkat cells. Additionally, although smFISH estimates support the scRNA-seq results in mESCs, this validation is restricted to a smaller set of target genes due to technical limitations, which may also constrain the evaluation of the algorithms using smFISH as a reference. Furthermore, variations observed across the replicates in the *Wdr83* gene, along with its contrary trend from the scRNA-seq estimates, raise questions on the contribution of topoisomerase-based relaxation of supercoiling upon IdU-induced repair versus the accessibility and effectiveness of IdU itself at the TAD regions, as well as the influence of the biophysical properties of the gene. Our analysis is limited to the relative estimates of burst size and frequency, inferred from the fitting of mRNA distributions to a negative binomial distribution under the assumption that mRNA stability is unaltered upon IdU treatment, due to the lack of experimentally measured half-life estimates for all the target mRNAs. Lastly, while our results indicate a global penetrance of IdU, this is based on the fast-dividing embryonic mouse stem cells and transformed human Jurkat cells. The extent of IdU penetrance and quantification of transcriptional noise in primary differentiated cell lines, which usually have relatively slower proliferation rates, shorter replication dwell times, and different chromatin landscapes and dynamics, remains to be explored for utilizing IdU as a noise-enhancer probe.

### RESOURCE AVAILABILITY

#### Materials availability

This study did not generate new unique reagents.

#### Data and code availability

- This study does not report original algorithm/software (however, custom code/scripts are available upon request).

### ACKNOWLEDGMENTS

We thank Ravi Desai, Gustavo Vasen, Karla Delucas, and Daniel Lewis for technical guidance; Kathryn Claiborn for editing; and Oded Regev for useful discussions. Data for this study were acquired at the Nikon Imaging Center at UCSF using an NIH S10 Shared Instrumentation grant (1S10OD017993-01A1). The Gladstone Genomics Core performed 10× Genomics library construction. Sequencing was performed at the UCSF CAT, supported by UCSF PBBR, RRP IMIA, and NIH 1S10OD028511-01 grants. This work was supported by NIH award R37AI109593 (to L.S.W.). B.Z. acknowledges support from the EMBO fellowship (ALTF 388-2021), and X.C. acknowledges support

from CIRM training grant EDUC4-12766. X.G.A. acknowledges support from NIH training grant K12GM081266.

### AUTHOR CONTRIBUTIONS

Idea conception, X.C. and L.S.W.; conceptualization, X.C., G.P.C., N.K., B.Z., and L.S.W.; methodology, X.C., N.K., B.Z., and G.P.C.; investigation, N.K., B.Z., G.P.C., and X.G.A.; formal analysis, N.K. and B.Z.; visualization, N.K., B.Z., and G.P.C.; data curation, N.K. and B.Z.; writing – original draft, G.P.C., X.C., N.K., B.Z., and L.S.W.; writing – review & editing, N.K., B.Z., X.C., X.G.A., G.P.C., and L.S.W.; project administration, N.K. and L.S.W.; resources, funding acquisition, and supervision, L.S.W.

### DECLARATION OF INTERESTS

L.S.W. is an equity co-founder of Autonomous Therapeutics, Inc., and Institute for Evolvable Medicines (non-profit).

### STAR★METHODS

Detailed methods are provided in the online version of this paper and include the following:

- [KEY RESOURCES TABLE](#)
- [EXPERIMENTAL MODEL AND STUDY PARTICIPANT DETAILS](#)
  - Cell culture
- [METHOD DETAILS](#)
  - Single-cell RNA sequencing analysis (mESCs and Jurkat cells)
  - Single molecule RNA FISH
  - Image analysis and extrinsic noise filtering for quantification
  - Estimation of burst size and burst frequency
- [QUANTIFICATION AND STATISTICAL ANALYSIS](#)

### SUPPLEMENTAL INFORMATION

Supplemental information can be found online at <https://doi.org/10.1016/j.crmeth.2024.100933>.

Received: March 23, 2024

Revised: August 7, 2024

Accepted: November 15, 2024

Published: December 10, 2024

### REFERENCES

1. Raj, A., and van Oudenaarden, A. (2008). Nature, nurture, or chance: stochastic gene expression and its consequences. *Cell* 135, 216–226. <https://doi.org/10.1016/j.cell.2008.09.050>.
2. Balázs, G., van Oudenaarden, A., and Collins, J.J. (2011). Cellular decision making and biological noise: from microbes to mammals. *Cell* 144, 910–925. <https://doi.org/10.1016/j.cell.2011.01.030>.
3. Shaffer, S.M., Dunagin, M.C., Torborg, S.R., Torre, E.A., Emert, B., Krepler, C., Beqiri, M., Sproesser, K., Brafford, P.A., Xiao, M., et al. (2017). Rare cell variability and drug-induced reprogramming as a mode of cancer drug resistance. *Nature* 546, 431–435. <https://doi.org/10.1038/nature22794>.
4. Weinberger, L.S., Dar, R.D., and Simpson, M.L. (2008). Transient-mediated fate determination in a transcriptional circuit of HIV. *Nat. Genet.* 40, 466–470. <https://doi.org/10.1038/ng.116>.
5. Blake, W.J., Kærn, M., Cantor, C.R., and Collins, J.J. (2003). Noise in eukaryotic gene expression. *Nature* 422, 633–637. <https://doi.org/10.1038/nature01546>.
6. Raj, A., Peskin, C.S., Tranchina, D., Vargas, D.Y., and Tyagi, S. (2006). Stochastic mRNA synthesis in mammalian cells. *PLoS Biol.* 4, e309. <https://doi.org/10.1371/journal.pbio.0040309>.

How the deposited data were processed for this re-analysis (not part of the article)

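The single-cell RNA-seq of Jurkat cells was analysed from what the authors deposited. Its 4 libraries are 2 of DMSO-treated and 2 of IdU-treated cells (20 μM, 48 h). The paper says that each of 2 biological replicates was given DMSO or IdU, but not that a replicate number marks a shared culture, day or batch, so the fits have no block for it. The spread of shares and median ratios is the SD over the libraries set side by side by number, DMSO 1 with IdU 1 and DMSO 2 with IdU 2. The other experiments of the paper were not analysed here. The authors prepared 3′ libraries with UMIs, aligned them to hg38 with Cell Ranger 7.0.1 and deposited raw UMI counts per gene and barcode, with no filter on cells. The authors' deposited table gives, for each of 6 normalizations (raw, SCTransform, scran, Linnorm, BASiCS and SCnorm) and 1107 genes, the mean, CV2 and Fano factor as a score per condition, averaged over 2 replicates, the log2 ratios of IdU to DMSO, and the plain ratio of Fano factors. For that table the authors filtered cells with Seurat and genes with BASiCS_Filter. In it, the values of BASiCS equal those of the raw method for all 1107 genes, to a relative difference under 1e-09.

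From the counts, cells were filtered by the limits of the paper's methods, and noise was measured on the genes of the authors' table with the sample variance across cells. BASiCS, Linnorm and SCnorm were not run. Scran 1.30.0 gave deconvolution size factors on linear values and, as an alternative, on log2(value + 1) values, and sctransform 0.4.2 gave corrected counts at default settings. Per gene, log2 CV2 and log2 Fano factors of the libraries were fitted with limma 3.58.1 (empirical Bayes with a trend). UMIs summed per library were tested with edgeR 4.0.16 (TMM, filterByExpr, quasi-likelihood test), with DESeq2 1.42.0 as an alternative, in R 4.3.3. Genes passed at a Benjamini-Hochberg adjusted p under 0.05. Camera compared 23 gene lists with all other genes at a preset correlation of 0.01 and, as an alternative, an estimated correlation, for lists of at least 5 measured members. The lists are S phase, G2/M phase, p53 targets, base excision repair, DNA topology and cohesin, interferon response, nucleotide synthesis, T cell identity, T cell activation, mitochondrially encoded genes, heat shock and stress response, cholesterol synthesis, glycolysis, cytosolic ribosomal proteins, nuclear oxidative phosphorylation, replication-dependent histones, proteasome, orthologs of the smFISH panel, and markers of B, myeloid, erythroid, fibroblast and epithelial cells. Other computations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and scanpy 1.11.5. Coordinates are those of hg38.

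Lists, designs, alternatives and the rule for named genes were set before the data were examined, except where a choice is said to have been made after. Values of HES4, ISG15, AURKAIP1 and PSMD12 in Data S2 of the paper had been seen by then. The rule names, for mean expression and for the Fano factor, the 10 genes with the largest rise and the 10 with the largest fall among those past the threshold whose IdU values lie outside the range of the DMSO values (for mean expression at an average of at least 10 CPM), the genes the paper names by their human orthologs, and up to 4 members of each list by smallest adjusted p. Other genes named as the members behind a small count were chosen after their values were seen. NANOG and SOX2 were not among the genes tested. The copies of Data S1 and Data S2 used here are incomplete, so no overlap with them was computed.

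The Poisson level of a library is 10000 times the mean over cells of the inverse of the cell's total, and it was subtracted in one alternative. Other alternatives were a total over all genes, genes chosen by the rule of BASiCS_Filter, cells thinned to the same number of UMIs, wider limits (at least 2000 genes and 4000 UMIs, no upper limits), narrower limits (more than 9500 and fewer than 11500 UMIs), an equal number of cells, the highest 1% of cells left out per gene, cells of one called phase, limma without a trend, a replicate block, no filter on low counts, other size factors, and each library left out in turn, where a lone library is assumed to vary like the other group. Phases were called from list scores on cells thinned to 8000 UMIs.

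The steps were tested on simulated data. The rates that follow hold for that setting, and whether they carry over to the real libraries was not tested. For the Fano factor of 1107 genes, limma found 91% of genes whose excess variance was raised 2 times and 100% at 4 times, and called 0.221% of unchanged genes. For the variance over the Poisson level of 1106 genes it found 98% and 100%, and called 0.221% of unchanged genes. For mean expression of 16917 genes, edgeR found 82.6% at a fold of 0.5, 70.8% at 0.667, 70% at 1.5 and 92% at 2, and called 0.0598% of unchanged genes. Doublets were not called, and only the upper limits on genes and UMIs act against them. The libraries hold from 112290886 to 127224985 UMIs in all barcodes, and kept cells have medians from 10369 to 11149 UMIs. Summed counts of replicates varied by more than counting error, with a chi-square per degree of freedom of 3.72 and 3.00.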

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

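Both tests of explanations here were set before their results were seen, but the genes of other lineages they use were picked after their values were seen. Outside the 1107 genes whose noise the paper analyses, 3013 genes were at least 1.5 times higher and 1449 at least 1.5 times lower in mean expression with IdU, at an adjusted p under 0.05 from edgeR, a signal in data the paper does not analyse. Among those with an average of at least 10 CPM, the largest rises were log2 fold changes of 5.81 for LGALS1, 5.12 for GZMB, 4.62 for SELP, 4.44 for GZMA and 4.10 for LINC00892, each higher in 2 of 2 IdU libraries than in both DMSO libraries.

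Most measured marker genes of other lineages were higher with IdU, while of the same lists CD14 and CST3 fell and CD79A rose by only 0.66 on the log2 scale. The 12 that passed the test with a log2 rise above 1, chosen for it (CD68, CD79B, COL1A1, FCER1G, HBA1, HBA2, IGHM, KRT18, KRT8, LYZ, S100A9 and TYROBP), took 3.29 and 3.30 CPM in the DMSO libraries and 25.5 and 26.4 in the IdU libraries, and 3.65% and 3.57% of IdU cells held UMIs of at least 2 of them. Cells of another type would lack T cell genes, but IdU cells with at least 2 of these genes held T cell genes at 0.997 times their level in the other cells in the lower of the IdU libraries, which argues against such cells. Free RNA as the source would hold these genes at a higher share than the cells do, but their share in barcodes with few UMIs was 1.08 times that in kept cells in the higher of the IdU libraries, which argues against it as well. A change in the Jurkat cells themselves may remain as a hypothesis, doublets were not tested, and reads shared with near-identical copies stay open for HBA1, HBA2, KRT8 and KRT18.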

How the results depend on the processing

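The settings with phase scores centred on their median were chosen after seeing the data, because few cells had been called G1. Of the comparisons of values and counts, 183 stayed close to the main value, 54 moved and 1 turned, and of those of single named genes, 724 stayed on the same side of the threshold (without a turn where the gene had passed), 36 no longer passed, 4 newly passed and 17 that had passed turned. Where no reason is given, the cause was not tested. On log2(value + 1) values from scran, the CV2 ratio was above 1 in 58.9% of genes, the percent of genes with Fano ratio above 1 was 62.6, 246 genes had a lower Fano factor, and CTSG, NEAT1 and MALAT1 turned to log2 Fano ratios of -0.50, -0.58 and -0.059. With the Poisson variance subtracted, the CV2 ratio was above 1 in 92.3%, the median log2 ratios were 0.70 (CV2) and 0.70 (Fano), 23 genes had a lower CV2 and rho with expression was 0.0909. With a raised level, the percent of genes with Fano factor above the sampling floor, the Poisson level, was 79.3 for 1.1 times and 24.1 for 1.5 times that level. Cells called G1, which are few, gave a Fano ratio above 1 in 67.9% of genes, median log2 ratios of 0.27 (CV2) and 0.18 (Fano), 0 higher and 0 lower genes in Fano factor and 0 and 0 in CV2 (139 and 14 in CV2 at an unadjusted p under 0.05 by limma), and 238 higher and 217 lower in mean (229 and 168 by 1.5 times). There, mean changes turned to 0.40 for HIST1H1D, 0.76 for STX7 and -0.69 for WIPI2, and log2 Fano ratios to -0.071 for ANXA1, 1.12 for HIST1H1D, 0.53 for HIST1H1B, 0.66 for HIST1H1E, 0.34 for HIST1H1C, 0.44 for HSPA5 and 0.051 for CDK1, none of which passed there, and each kept its main direction with centred scores, where HSPA5, CDK1, STX7 and WIPI2 did not pass either. With these, cells called G1 gave 75.2%, 216 and 11 genes in Fano factor, 330 and 74 in CV2, and 2822 and 2723 in mean (1508 and 777 by 1.5 times). Cells called S gave a median log2 Fano ratio of 0.14, 9 lower genes in Fano factor and 130 in CV2, with CDK1 at 0.070 and HMMR at 0.080, and with centred scores 7 and 142, with CDK1 at 0.11. Cells called G2/M by centred scores gave a median log2 CV2 ratio of 0.16, 12 and 146 lower genes, and HMMR at 0.12. Among cell-cycle phase shares, S, IdU minus DMSO percentage points were -3.06 without thinning and 12.3 with centred scores, which turns them, for cell-cycle phase shares, G2M, IdU minus DMSO percentage points were 4.67 without thinning, and for cell-cycle phase shares, G1, IdU minus DMSO percentage points were -18.7 with centred scores. Wider limits gave 281 higher and 12 lower genes in Fano factor and 138 lower in CV2, and narrower limits 11 and 141 lower. Thinning gave correlations between replicates of 0.998 and 0.998 for CV2. With an estimated correlation, camera called 0 lists in mean and 0 in Fano factor. In mean, the T cell activation, interferon and myeloid lists lost their calls at estimated correlations below the preset 0.01. Correlation between genes does not explain that loss. Leaving out 1 library, which leaves fewer samples, gave 325 to 720 higher and 12 to 36 lower genes in Fano factor, 503 to 615 and 166 to 255 in CV2 and 4847 to 5428 and 4802 to 5456 in mean. The lowest count of higher Fano factors was without IdU replicate 2, and counts of lower ones moved by over 1.5 times without DMSO replicate 2 (36), without IdU replicate 1 (12) and without IdU replicate 2 (12).

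The labels give both groups replicate numbers 1 and 2, and deviations of libraries with the same number correlated at 0.225 in mean expression and 0.127 in Fano factor. With the replicate number as a block, the counts were 503 higher and 19 lower in Fano factor, 549 and 203 in CV2 and 5746 and 5712 in mean, and among the named genes the replicate block changed the call of WDR83 alone (0.10 on the log2 scale, which then passed).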

Differences from the paper's values

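With scran on linear values, the share of genes with a Fano ratio below 1 was 14.4%, and the paper's value is about 38% in Fig. S3D. In the bin that starts at 1 it was 73.1% against the paper's about 40% in Fig. S3D, in the bin that ends at 1.5 8.94% against about 15%, and above 1.5 3.61% against about 8%. The correlation of log2 ratios between the raw method and scran was 0.999 for CV2 against the paper's about 0.97 in Fig. S3E, and 0.998 for the Fano factor against about 0.17. On log2(value + 1) values from scran, an alternative set before the data were examined, none of these differs, with shares of 37.4%, 39.8%, 14.4% and 8.40% and correlations of 0.966 and 0.169. The paper's text does not say which scale its scran values were on. Linear values were fixed as the main setting only after results on both scales had been seen.

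The legend of Fig. S3 states that mean expression in Jurkat cells did not change significantly under any normalization. Tested per gene with edgeR on 4 libraries, 5740 genes were higher and 5676 lower of 17303, and 280 and 626 of the 1107 genes that the paper analyses. The legend names no test for the mean, and its tests of CV2 and Fano factors took genes as replicates, not libraries. Across the 1107 genes, the median log2 ratio of means between an IdU and a DMSO library lay from -0.0192 to -0.00765, near 0. Cells were scaled to the same total over these genes, which draws this median toward 0, so it says little about changed means. From 47.2% to 49.0% of genes were higher with IdU under this scaling. The median absolute log2 ratio lay from 0.203 to 0.213 between these libraries, against 0.0272 between the DMSO and 0.0281 between the IdU libraries.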

Other observations

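Tests of depth between the groups and of phases, given for the noise of most genes, were chosen only after the result was seen. In mean expression of Jurkat cells given IdU, p53 targets tended upward and nuclear oxidative phosphorylation and proteasome genes downward. Of the p53 targets, 18 of 27 rose and 6 fell (18 and 7 when adjusted over the list alone), with the cell cycle inhibitor CDKN1A at a log2 fold change of 2.71 (standard error 0.15), the damage sensor DDB2 at 1.38 (standard error 0.037), the apoptosis gene BAX at 0.51 and TRIAP1 at -0.51. Of nucleotide synthesis genes, 11 of 34 rose and 19 fell (11 and 19 when adjusted over the list alone). TK1, the kinase that phosphorylates thymidine and its analogs, rose by 1.27 (standard error 0.039), adjusted p = 5.45e-14 from edgeR, while ATIC, of purine synthesis, and UMPS, of pyrimidine synthesis, had -1.02 and -0.84. Of nuclear oxidative phosphorylation genes, 12 of 76 rose and 45 fell (12 and 45 when adjusted over the list alone), as the complex I genes NDUFA5 at -0.74 (standard error 0.031) and NDUFS4 at -0.59, against COX8A at 0.57. Of proteasome genes, 5 of 38 rose and 28 fell (5 and 29 when adjusted over the list alone), as PSMA3 at -0.56 (standard error 0.032) and PSMD14 at -0.50. Of cholesterol synthesis genes, 6 of 24 rose and 16 fell (6 and 16 when adjusted over the list alone), as MSMO1 at -1.07 (standard error 0.036) and DHCR7 at -0.78. Camera gave adjusted p = 0.00713 for p53 targets as higher, and 0.0117, 0.00370, 0.00140 and 0.0233 for the other lists as lower. With an estimated correlation none of these passed, at adjusted p = 0.434, 0.337, 0.477, 0.477 and 0.477. Camera called 0 lists in that setting, so it cannot decide whether these calls hold.

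Glycolysis genes and heat shock and stress genes split. Of the former, 6 of 21 rose and 9 fell (6 and 9 when adjusted over the list alone), with the monocarboxylate transporters SLC16A3 at 1.77 (standard error 0.11) and SLC16A1 at -0.59 (standard error 0.032) (camera, adjusted p = 0.0656). Of the latter, 14 of 36 rose and 19 fell (14 and 19 when adjusted over the list alone), with XBP1, a factor of the unfolded protein response, at 1.61 (standard error 0.032) and the mitochondrial cochaperonin HSPE1 at -0.72 (standard error 0.034) (camera, adjusted p = 0.175). Of the human orthologs of the paper's smFISH genes, 1 of 7 rose and 3 fell (2 and 3 when adjusted over the list alone) in mean expression. FARSA, of a tRNA synthetase, had -0.71 (standard error 0.030), MTPAP, the mitochondrial poly(A) polymerase, -0.64 (standard error 0.043), STX7 -0.18 and WIPI2 0.099 (adjusted p = 0.0158 from edgeR), and WDR83, HIF1AN and SND1 had 0.10, 0.045 and 0.043 (adjusted p = 0.0508, 0.268 and 0.272 from edgeR). WDR83 passed with the size factors of DESeq2 in edgeR (0.10), without DMSO replicate 2 (0.12) and without IdU replicate 1 (0.15). STX7 and WIPI2 turned to 0.76 and -0.69 in the few cells called G1, neither of which passed, STX7 did not pass in cells called G1 by centred scores (-0.16), and WIPI2 did not pass with DESeq2 (0.086), with no filter on low counts (0.080), in cells called G1 by centred scores, chosen after seeing the data (0.12), without DMSO replicate 1 (0.075) or without IdU replicate 2 (0.061). None of them was among the 1107 genes measured for noise.

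DMSO replicate 2 had lower Fano factors than DMSO replicate 1 in most genes. With each cell thinned to the same number of UMIs, 50.4% of genes were higher in replicate 2, which is consistent with a difference in depth between these libraries. No biological explanation was tested.

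Fano factors were higher with IdU in most genes. A difference in depth would bring the share of genes above a ratio of 1 near an even split after thinning, but it was 90.6%, and different shares of called phases would do so within cells called S, but it was 94.2% there, 84.9% in cells called G2/M, 67.9% in the few called G1 and 75.2% in cells called G1 by centred scores (percent of genes with Fano ratio above 1), which argues against called phases as the whole source and leaves a part open. Among 282 genes whose mean differed by less than 0.1 on the log2 scale it was 85.1%, which argues against changed means as the whole source. With 3 principal components removed, the median log2 ratio of the variance over the Poisson level went from 0.70 to 0.786, and in the median gene these held 21.5% and 22.3% of that variance with DMSO and 17.6% and 17.9% with IdU, which argues against variation along these axes as the whole source. Variation along further axes, free RNA, differences between the 4 cultures and an effect of IdU on single genes stay open.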
